# Analysis of Circadian Rhythms in the Basal Filamentous Ascomycete *Pyronema confluens*

**DOI:** 10.1534/g3.115.020461

**Published:** 2015-08-07

**Authors:** Stefanie Traeger, Minou Nowrousian

**Keywords:** circadian clock, *frequency*, clock-controlled genes, light-entrainment, *Pyronema confluens*

## Abstract

Many organisms use circadian clocks to adapt to daily changes in the environment. Major insights into the molecular mechanisms of circadian oscillators have been gained through studies of the model organism *Neurospora crassa*; however, little is known about molecular components of circadian clocks in other fungi. An important part of the *N. crassa* circadian clock is the *frequency* (*frq*) gene, homologs of which can be found in Sordariomycetes, Dothideomycetes, and Leotiomycetes, but not Eurotiomycetes. Recently, we identified a *frq* homolog in *Pyronema confluens*, a member of the early-diverging Pezizomycete lineage of filamentous ascomycetes. The *P. confluens* FRQ shares many conserved domains with the *N. crassa* FRQ. However, there is no known morphological phenotype showing overt circadian rhythmicity in *P. confluens*. To investigate whether a molecular clock is present, we analyzed *frq* transcription in constant darkness, and found circadian oscillation of *frq* with a peak in the subjective morning. This rhythm was temperature compensated. To identify additional clock-controlled genes, we performed RNA sequencing of two time points (subjective morning and evening). Circadian expression of two morning-specific genes was verified by reverse transcription quantitative polymerase chain reaction (RT-qPCR) over a full time course, whereas expression of two putative morning-specific and five putative evening-specific genes could not be verified as circadian. *frq* expression was synchronized, but not entrained by light. In summary, we have found evidence for two of the three main properties of circadian rhythms (free-running rhythm, temperature compensation) in *P. confluens*, suggesting that a circadian clock with rhythmically expressed *frq* is present in this basal filamentous ascomycete.

Adaptation to daily changes in the environment, *e.g.*, fluctuating temperatures and light levels, is a central feature in the life of most organisms. Circadian clocks aid with these adaptations by enabling cells and organisms to anticipate such changes instead of simply responding to them (Dunlap and Loros 2006; Fuller *et al.* 2014). Circadian systems can be found in prokaryotes and eukaryotes, and the molecular mechanisms generating these rhythms have been studied in model organisms as varied as the cyanobacterium *Synechococcus elongatus*, the plant *Arabidopsis thaliana*, the fungus *Neurospora crassa*, the fly *Drosophila melanogaster*, and mammals, *e.g.*, mice (Bell-Pedersen *et al.* 2005; Salomé and McClung 2004; Sancar and Brunner 2014). Major contributions toward elucidating clock mechanisms have come from studies on circadian rhythms in the filamentous ascomycete *N. crassa* (Dunlap 2006; Heintzen and Liu 2007). In several other fungi, circadian rhythms have been described for different morphologic or metabolic outputs; however, little is known about molecular components of circadian oscillators in these species (Greene *et al.* 2003; Hurley *et al.* 2015; Loros and Dunlap 2001; Oliveira *et al.* 2015).

Circadian rhythms can be defined by three characteristic features, namely a period length of about 24 hr, the ability to be reset or entrained by periodic light or temperature cues, and the ability to run stably within the physiological range of changes in nutrients or temperature (temperature compensation) (Bell-Pedersen *et al.* 2005; Fuller *et al.* 2014). In *N. crassa*, an easily observable phenotypic output of the circadian clock is the rhythmic conidiation; and the molecular machinery driving circadian output is the FWO or FRQ/WCC (white collar complex) oscillator, which is named for three of its essential components, the *frequency* (*frq*), *white collar-1* (*wc-1*), and *white collar-2* (*wc-2*) genes (Fuller *et al.* 2014). The FWO organizes a stable circadian rhythm via a transcriptional/translational feedback loop that requires two main protein complexes. One is the WCC consisting of the photoreceptor WC-1 and the WC-2 protein, and the second comprises FRQ and FRQ-interacting helicase (FRH) (Fuller *et al.* 2014). The WCC acts as the positive arm in the oscillator loop by binding the *frq* promoter and activating *frq* transcription (Froehlich *et al.* 2002, 2003). FRQ protein is made and interacts with FRH, and the resulting complex acts as the negative arm of the oscillator by binding to the WCC, leading to phosphorylation and inactivation of this complex (Cheng *et al.* 2005; He *et al.* 2006; Schafmeier *et al.* 2005). This, in turn, leads to reduced *frq* transcription and subsequently to a decrease in FRQ protein levels. Once FRQ/FRH-mediated inhibition of the WCC is reduced, the WCC resumes its activity and the cycle starts again.

Besides the FWO, other oscillators in *N. crassa* have been collectively described as FLOs or *frq*-less-oscillators (De Paula *et al.* 2006; Dragovic *et al.* 2002; Lakin-Thomas *et al.* 2011; Nsa *et al.* 2015). Molecular components of the FLOs that are not also part of the FWO were largely unknown until the recent characterization of an oscillator that does not require *frq* but the cryptochrome-encoding *cry* gene and was therefore named *cry*-dependent oscillator (Nsa *et al.* 2015). However, most FLOs, including the *cry*-dependent oscillator, lack some of the defining properties of circadian rhythms, giving rise to the hypothesis that the FWO is the major oscillator in *N. crassa* with other oscillators being ancillary or active only under certain physiological conditions (Dunlap and Loros 2004).

The *frq* gene as a core component of the FWO has been studied intensively for more than 20 yr, and besides the aforementioned regulatory events, has been found to be regulated at every conceivable level of expression to fine-tune the *N. crassa* clock under a wide range of environmental conditions (Cha *et al.* 2015; Fuller *et al.* 2014). Interestingly though, FRQ is the least conserved among the known oscillator proteins in *N. crassa*. Whereas FRH is a conserved eukaryotic protein, and WC-1 and WC-2 are conserved widely in fungi from zygomycetes to ascomycetes and basidiomycetes, until recently FRQ homologs were thought to be restricted to the Sordariomycetes, Leotiomycetes, and Dothideomycetes groups of filamentous ascomycetes (Cheng *et al.* 2005; Dunlap and Loros 2006; Salichos and Rokas 2010). The recent characterization of a *frq*-dependent circadian clock in the Leotiomycete *Botrytis cinerea* indicates that *frq* has a function in circadian oscillators in fungal groups that evolved in parallel to *N. crassa* (Hevia *et al.* 2015). Sequencing the genome of the Pezizomycete *Pyronema confluens* revealed a *frq* homolog (*PCON_09365*), indicating that *frq* was present in the ancestor of filamentous ascomycetes, because the Pezizomycetes represent an early-diverging lineage that evolved in parallel to the Sordariomycetes, Leotiomycetes, Dothideomycetes, and Eurotiomycetes (Traeger *et al.* 2013). This also implies that *frq* was probably lost in the ancestor of the Eurotiomycetes, which is the only lineage of filamentous ascomycetes where no *frq* homolog has been found to date (Salichos and Rokas 2010).

The *P. confluens frq* is light induced with blue light being the activating part of the visible spectrum, similar to its *N. crassa* counterpart (Crosthwaite *et al.* 1995; Froehlich *et al.* 2002; Traeger *et al.* 2013). Furthermore, analysis of the *P. confluens* genome as well as expression analyses revealed that homologs of other clock components, namely WC-1, WC-2, and the downstream transcription factor SUB-1, are present and expressed in *P. confluens* (Traeger *et al.* 2013). Therefore, we wondered whether a circadian clock was present in this fungus and whether other properties of the *P. confluens frq* besides light induction were also similar to *N. crassa*, namely a circadian regulation of transcript levels.

Here, we present evidence that *P. confluens frq* transcript levels are rhythmic and temperature-compensated. Furthermore, we performed RNA sequencing (RNA-seq) for two different time points during the circadian cycle and identified several putative clock-controlled genes (*ccgs*). Circadian expression under free-running conditions could be verified for two morning-specific genes by reverse transcription quantitative polymerase chain reaction (RT-qPCR). Our data suggest that a circadian clock with a rhythmically expressed *frq* gene is active in the basal filamentous ascomycete *P. confluens*.

## Materials and Methods

### Strains and culture conditions

*P. confluens* CBS100304 was grown on minimal medium as described previously (Nowrousian and Kück 2006; Traeger *et al.* 2013). For analysis of circadian rhythms, *P. confluens* was grown in shaken cultures in minimal medium (75 mL in 100-mL Erlenmeyer flask) at 25° or 30° that were inoculated with mycelial plugs from 3-d cultures in liquid medium as described (Nowrousian and Kück 2006). Cultures were entrained for at least one day in constant white light (LL), shifted to dark (DD) in 4-hr intervals over 2 d (Supporting Information, Figure S1), and harvested under red light as described (Nowrousian and Kück 2006). Previous analyses had shown that *P. confluens* is not sensitive to red light (Nowrousian and Kück 2006; Traeger *et al.* 2013). For light entrainment analysis, 100-mL cultures inoculated with mycelial plugs were kept at 25° in LL for at least 4 hr and were subsequently subjected to dark/light cycles (9 hr/9 hr, 12 hr/12 hr, or 14 hr/14 hr) and harvested under red light at defined intervals before and after “lights on” on the fourth day (Figure S2). For analyses of free-running rhythms as well as entrainment, cultures at the time of harvest had approximately the same age (72−80 hr). Under the shaking conditions used, mycelial plugs reached a stationary phase (cease of mycelial growth) after about 2.5 d, therefore cultures were in stationary phase at the time of harvest.

### RNA extraction and RT-qPCR analysis

*P. confluens* RNA was prepared with the RNeasy lipid tissue mini kit (QIAGEN, Hilden, Germany) with modifications as described (Nowrousian and Kück 2006). Reverse-transcription and RT-qPCR were performed as described previously (Gesing *et al.* 2013; Schindler and Nowrousian 2014). Oligonucleotide primers for RT-qPCR are given in Table S1. Statistical analysis of rhythmicity (period length 20−28 hr) was performed with JTK_CYCLE (Hughes *et al.* 2010) in the R computing environment (version 3.1.1) using the normalized expression values (greatest value set to 100%) for all replicates at 25° and (if performed) at 30° for each gene for analysis as described in the JTK_CYCLE manual, with genes with *P*-values ≤ 0.01 regarded as rhythmic.

### RNA-seq analysis

For Illumina/Solexa RNA-Seq analysis, RNA of three independent biological replicates of the subjective morning (DD36) and subjective evening (DD24) was sequenced at GATC Biotech (Konstanz, Germany). Raw data were analyzed and trimmed as described previously and mapped to the reference genome v01_2 of *P. confluens* (Teichert *et al.* 2012; Traeger *et al.* 2013). For quantitative analysis of gene expression, DESeq and LOX were used to calculate expression ratios (morning *vs.* evening) for all predicted genes (Anders and Huber 2010; Zhang *et al.* 2010).

### Phylogenetic analysis

Multiple alignments were created in CLUSTALX (Thompson *et al.* 1997), manually adjusted, and visualized with Jalview (Waterhouse *et al.* 2009), and the same alignment was used for analysis by neighbor joining or maximum parsimony. Phylogenetic analyses were made with PAUP version 4.0b10 for Windows (D.L. Swofford, distributed by Sinauer Associates, copyright 2001 Smithsonian Institution). Neighbor joining and maximum parsimony analyses were performed as described using 1000 bootstrap replicates (Hall 2004). Consensus trees were graphically displayed with Dendroscope (Huson *et al.* 2007).

### Data availability

The RNA-seq reads and derived expression ratios generated in this study were submitted to the GEO database (accession number GSE61263). The Supporting Information contains Figure S1, Figure S2, Figure S3, and Figure S4, as well as Table S1 and Table S3. Table S2 is presented in a separate Excel file. Figure S1, growth regime for analysis of free-running rhythms in *P. confluens*. Figure S2, growth regime for analysis of light entrainment in *P. confluens*. Figure S3, phylogenetic analysis of FRQ homologs from different ascomycetes. Figure S4, corrected genomic sequence of the *S. macrospora frq* homolog (*SMAC_03705*). Table S1, oblignucleotides used in the study. Table S2, analysis of differential gene expression at two different time points (DD24, DD36) in *P. confluens* by RNQ-seq. Table S3, short term light induction of putative clock-controlled genes.

## Results

### *P. confluens* FRQ comprises conserved domains, and *frq* expression is rhythmic and temperature-compensated

Circadian clocks are characterized by three characteristics: (1) They sustain a near-24-hr rhythm under constant conditions; (2) the rhythm is stable under a wide range of conditions, *e.g.*, at different temperatures; and (3) the rhythm can be entrained, *i.e.*, it can adjust to environmental cues like day−night cycles (Dunlap *et al.* 2007). In *N. crassa*, an easily visible phenotypic output from the clock is the rhythmic banding of conidiation on race tubes in constant darkness (DD); *P. confluens*, however, does not produce any conidia. Fruiting body formation in *P. confluens* is strictly light-dependent (Claussen 1912; Gwynne-Vaughan and Williamson 1931; Traeger *et al.* 2013), and therefore cannot be observed in DD; and in our analyses, fruiting body formation was not rhythmic in the light (data not shown). Thus, at present there is no morphologic phenotype that shows circadian rhythmicity in *P. confluens*; however, the presence of an *frq* gene opens the possibility that this gene might be associated with circadian rhythmicity and that a circadian clock might be active at the molecular level in this fungus.

The *P. confluens frq* gene was the first to be discovered in the early-diverging Pezizomycete lineage, pushing the evolutionary origin of *frq* back to (at least) the last common ancestor of filamentous ascomycetes (Traeger *et al.* 2013). This is also supported by the presence of a *frq* homolog in *Arthrobotrys oligospora*, a species that belongs to the Orbiliomycetes, a sister group of the Pezizomycetes (Traeger *et al.* 2013; Yang *et al.* 2011) (Figure 1, Figure S3). The FRQ homologs from these two species are moderately conserved across the full length of the predicted proteins with several highly conserved interspersed regions, and cluster together in a phylogenetic analysis of FRQ proteins from different ascomycete groups as expected (Figure 1, Figure S3).

**Figure 1:**
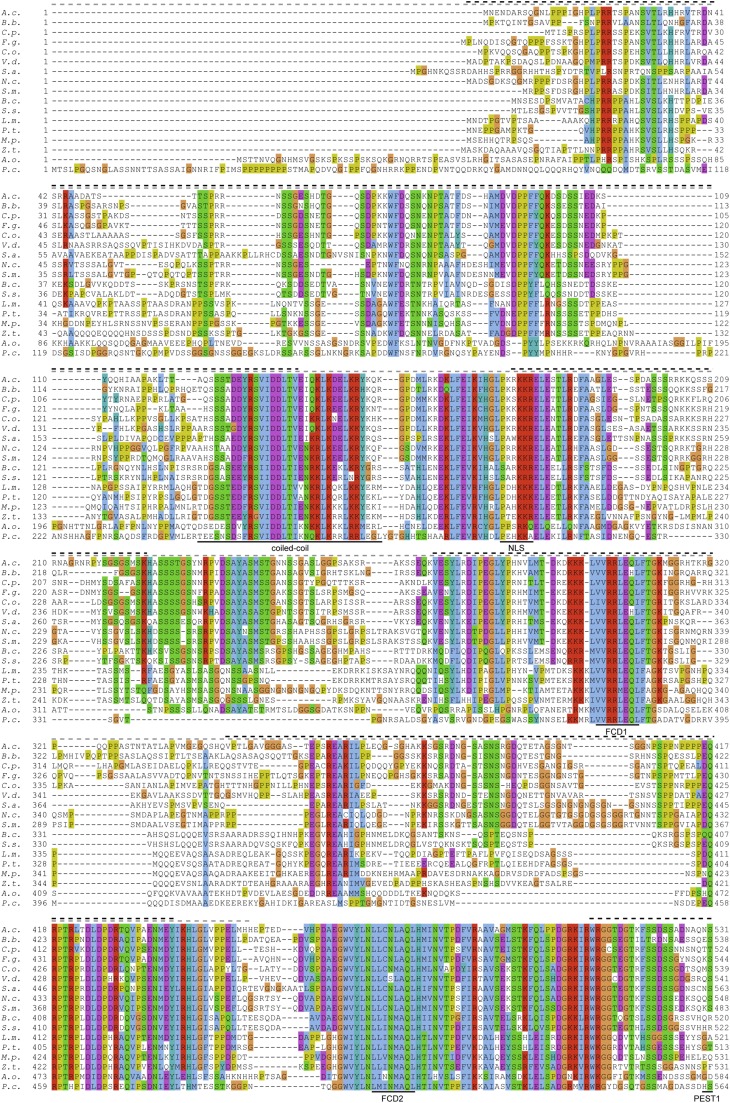

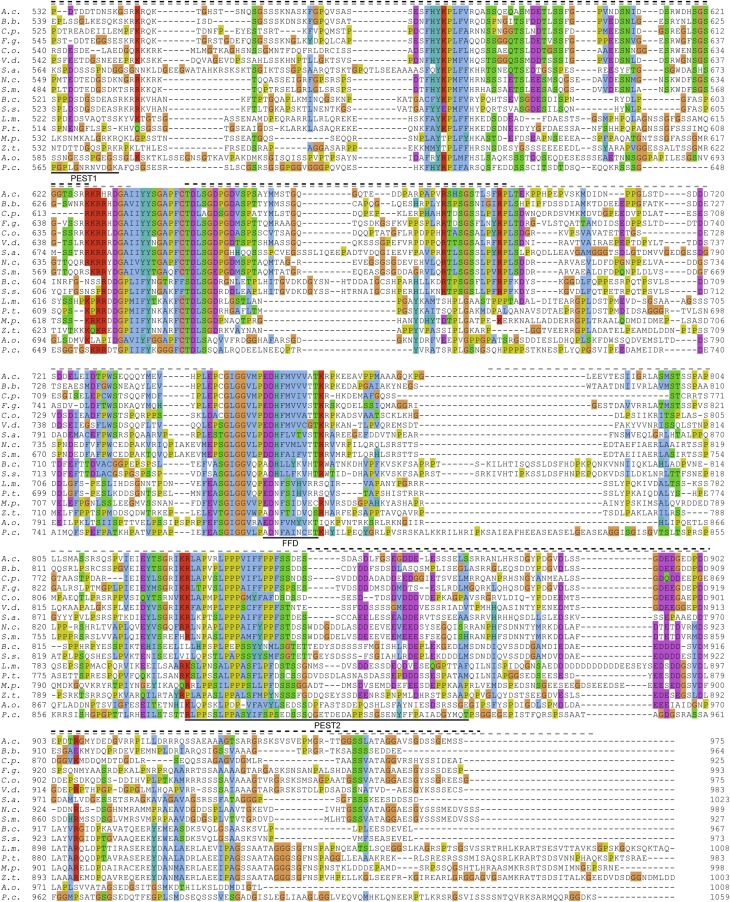
Multiple alignment of FRQ homologs from different ascomycetes. Protein domains that were characterized in the *N. crassa* FRQ are indicated below the alignment: Coiled-coil domain (Cheng *et al.* 2001); FCD, FRQ-CK1a interaction domain (He *et al.* 2006; Querfurth *et al.* 2011); FFD, FRQ/FRH interaction domain (Guo *et al.* 2010); NLS, nuclear localization signal (Luo *et al.* 1998); PEST domains (Merrow and Dunlap 1994). Intrinsically unstructured regions were predicted with IUPred (Dosztányi *et al.* 2005) for the *N. crassa* and *P. confluens* FRQ proteins, indicated by dashed black and gray lines, respectively, above the sequence. The following sequences were used: *A.c. Acremonium chrysogenum* gb|KFH48196.1; *A.o. Arthrobotrys oligospora* gb|EGX51094.1; *B.b. Beauveria bassiana* ref|XP_008594847.1; *B.c. Botrytis cinerea* ref|XP_001547609.1; *C.o. Colletotrichum orbiculare* gb|ENH76664.1; *C.p. Claviceps purpurea* emb|CCE27108.1; *F.g. Fusarium graminearum* gb|ESU12098.1; *L.m. Leptosphaeria maculans* ref|XP_003845311.1; *M.p. Macrophomina phaseolina* gb|EKG17747.1; *N.c. Neurospora crassa* gb|AAA57121.1; *P.t. Pyrenophora tritici-repentis* ref|XP_001941961.1; *P.c. Pyronema confluens* PCON_09365; *S.a. Scedosporium apiospermum* gb|KEZ43134.1; *S.m. Sordaria macrospora* ref|XP_003351398.1 was manually reannotated after correction of errors in the genome sequence (Figure S4); *S.s. Sclerotinia sclerotiorum* SS1G_11844.3; *V.d. Verticillium dahliae* gb|EGY17172.1; *Z.t. Zymoseptoria tritici* ref|XP_003851799.1. The alignment was visualized in Jalview using the ClustalX color scheme (Thompson *et al.* 1997; Waterhouse *et al.* 2009).

The *N. crassa* FRQ protein comprises several protein domains that were shown to be involved in clock functions. These domains show varying degrees of conservation in *P. confluens* (Figure 1). Of the two PEST domains, both of which are phosphorylated and necessary for rhythmicity in *N. crassa* (Görl *et al.* 2001; Merrow and Dunlap 1994; Schafmeier *et al.* 2006), the second shows stronger conservation than the first (Figure 1). In *N. crassa*, the two PEST domains have distinct functions, with PEST1 involved in determining period length, and PEST2 involved in cytoplasmic accumulation of the WCC (Görl *et al.* 2001; Schafmeier *et al.* 2006). The greater conservation of PEST2 could indicate a more conserved function for this domain, or alternatively the function of PEST1 might be less dependent on actual sequence and rather on the ability to be phosphorylated. A coiled-coil domain in the *N. crassa* FRQ was shown to be essential for rhythmic conidiation and for the interaction of FRQ with itself (Cheng *et al.* 2001). The coiled-coil domain is conserved in most FRQ homologs, including two leucine residues (positions 165 and 169) that are important for FRQ-FRQ interaction in *N. crassa* (Cheng *et al.* 2001). Two FRQ-CK1a interaction domains (FCD1 and FCD2) are strongly conserved in *P. confluens* (Figure 1). In *N. crassa*, the domains are important for the interaction of casein kinase 1a with FRQ and its subsequent phosphorylation (He *et al.* 2006; Querfurth *et al.* 2011). In contrast, the FRQ/FRH interaction domain (FFD) is only moderately conserved in *P. confluens*. In *N. crassa*, only the FRQ−FRH complex can interact with the WCC and sustain stable rhythmicity (Guo *et al.* 2010). Whether the partially conserved FFD might support interaction with the *P. confluens* FRH homolog (PCON_11360) remains to be elucidated. The nuclear localization signal present in the *N. crassa* FRQ (Luo *et al.* 1998) is not conserved in *P. confluens*; however, PSORT (Nakai and Horton 1999) predicts the *P. confluens* FRQ as a nuclear protein with several putative nuclear localization signals located elsewhere in the protein (data not shown). Apart from the presence of several functional domains, it was shown that the *N. crassa* FRQ is an intrinsically disordered protein that contains large regions of low structural complexity (Hurley *et al.* 2013; Querfurth *et al.* 2011). Using IUPred (Dosztányi *et al.* 2005), a similar tendency was observed in the *P. confluens* FRQ (Figure 1). Overall, the conservation of many functionally important domains combined with large regions of low structural complexity indicates that major features of FRQ that were identified in *N. crassa* are conserved in *P. confluens* and other fungal species and therefore might have been already present in the last common ancestor of filamentous ascomycetes. In addition, there are several regions conserved across FRQ homologs from filamentous ascomycetes for which no molecular roles have been assigned yet (Figure 1). These might be potential regions of interest for future functional studies.

In *N. crassa*, *frq* transcript levels are rhythmic in DD, and this rhythm is temperature-compensated within the physiological temperature range for rhythmicity (Aronson *et al.* 1994; Liu *et al.* 1998). To check whether expression of the *P. confluens frq* is also rhythmic and temperature-compensated, we analyzed transcript levels by RT-qPCR during a 48-hr time course in DD at two different temperatures (Figure 2). *frq* expression peaked in the subjective morning, *i.e.*, ∼12 and ∼36 hr after transfer to DD, with a ∼24-hr rhythm that was sustained at 25 and 30°, indicating temperature-compensation. Statistical analysis with JTK_CYCLE (Hughes *et al.* 2010) confirmed rhythmicity, despite high variability of individual time courses leading to large error bars in Figure 2 (see *Discussion*). Thus, *frq* in *P. confluens* shows properties of a clock-controlled gene (*ccg*). Whether it is part of a circadian oscillator machinery cannot be concluded from these data.

**Figure 2:**
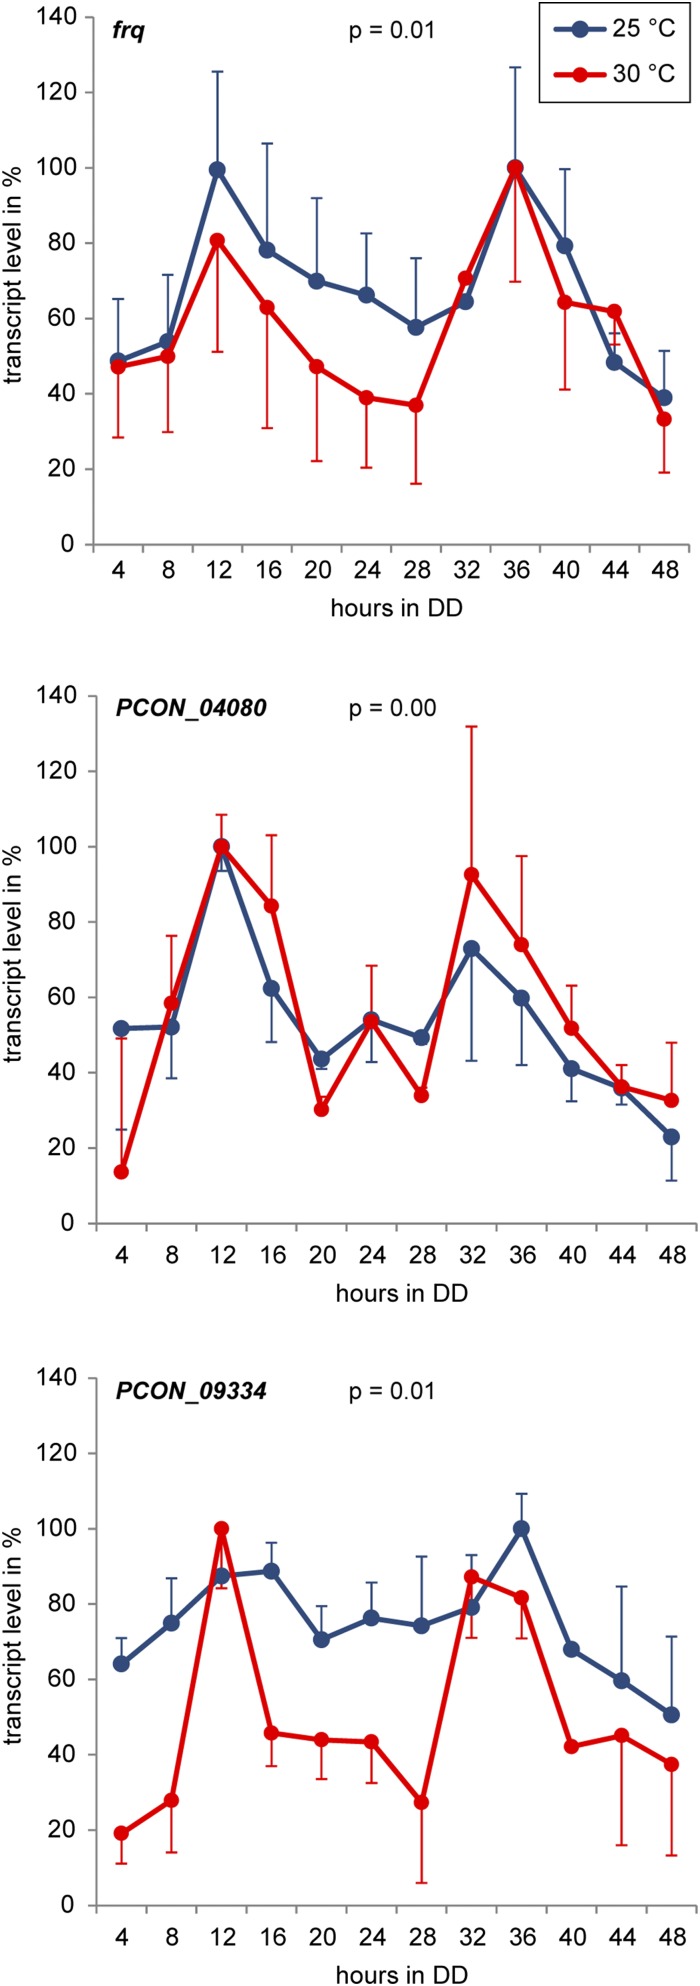
Expression of *P. confluens frq* and two putative *ccgs* is rhythmic under free-running conditions. Transcript levels were determined by RT-qPCR after the indicated times in constant darkness (DD). The growth regime is shown in Figure S1. Means and standard errors from three independent replicates at 25° and two independent replicates at 30°, respectively, are shown. The greatest value in each time course was set to 100%. Standard errors are shown in one direction only (up or down) for better visualization. Statistical analysis of circadian expression was performed using JTK_CYCLE (Hughes *et al.* 2010), *P*-values for an analysis including all replicates at both temperatures are given after the corresponding gene names.

### Identification of ccgs by RNA-seq

To search for *ccgs* besides *frq*, we performed RNA-seq experiments with samples from two different time points during the circadian day representing the subjective evening and subjective morning. RNA was extracted from samples 24 hr (subjective evening) and 36 hr (subjective morning) after transfer to DD. 

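The 6 libraries were made from vegetative mycelium of *P. confluens* grown in shaken liquid culture at 25°, a filamentous fungus without visible rhythmic growth. Cultures were kept in constant light before the shift to darkness, and according to the sample labels the shifts were staggered to give an equal growth time at harvest, which the paper gives as an approximate age. The paper describes the medium as minimal medium, and the sample labels name a medium abbreviated WPC. DD24 and DD36 were each represented by 3 libraries from independent biological replicates (a, b and c). The authors trimmed the reads, mapped them to the reference genome v01_2 and deposited read counts for 13369 predicted genes together with their DESeq and LOX ratios. The aligner, the counting tool, the use of strand and the treatment of reads with several matches are not given in the sources used here.

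The counts of DD24 replicates a, b and c summed to 881117, 1132608 and 806459, and those of DD36 replicates a, b and c to 855895, 1058211 and 985049. These sums are between 4.01% and 5.03% of the mapped reads listed in Table 1, and all values given here rest on the counts. At these sums 3 counts, the limit that a count of 0 allows, stand for 2.55 CPM (DD36 replicate b) to 4.73 CPM (DD24 replicate a), the unit used here for counts scaled to the counts of the genes tested and the TMM factor. This limit covers counting error only. No read was counted for 2907 genes in any library. The 5466 genes that passed a filter on low counts were compared between DD36 and DD24 with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Libraries with the same replicate letter deviated together from the means of their time points. A fit with the letter as a block is therefore given beside the counts of genes called and for the named genes whose call it changes. The choice of block, scaling and filter changed how many genes were called.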

RNA-seq was performed on three independent biological replicates per time point (Table 1). Differential gene expression analysis to identify genes that were up-regulated during the subjective morning or subjective evening was performed with DESeq and LOX (Anders and Huber 2010; Zhang *et al.* 2010). 

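The genes with the smallest p were lower in DD36. *PCON_09132*, which resembles a 7alpha-cephem-methoxylase, was at 149 ± 12.9 CPM (SD, n = 3) in DD24 and at 72.4 ± 5.89 (SD, n = 3) in DD36, a log2 fold change of -1.04 (standard error 0.16, adjusted p = 0.0577 from edgeR's quasi-likelihood test). *PCON_11728*, similar to the uncharacterized yeast protein YGR127W, had a log2 fold change of -1.17 (standard error 0.19, adjusted p = 0.0577 from edgeR). *PCON_01866* encodes a putative D-lactate dehydrogenase and was at 837 ± 190 CPM (SD, n = 3) in DD24 and at 384 ± 42.5 (SD, n = 3) in DD36. The fitted log2 fold change of this gene was -1.13 (standard error 0.19, adjusted p = 0.0731 from edgeR). The conserved gene *PCON_10869* and *PCON_10062*, which encodes a factor for the assembly of cytosolic iron-sulfur clusters, followed at -0.98 and -0.94 (adjusted p = 0.171 for both from edgeR).

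On the side of higher levels in DD36, *PCON_06925*, an ankyrin-like gene, was counted 16, 24 and 25 times in DD24 replicates a, b and c and 45, 58 and 66 times in DD36 replicates a, b and c. This gave a log2 fold change of 1.10 (standard error 0.23, adjusted p = 0.171 from edgeR). *PCON_06049*, a putative ubiquitin carboxyl-terminal hydrolase, and *PCON_02824*, a putative alcohol dehydrogenase with 3 counts in each DD24 library, had log2 fold changes of 1.40 and 1.65 (adjusted p = 0.367 for both from edgeR). *PCON_09886* encodes S-adenosylmethionine decarboxylase, an enzyme of polyamine synthesis, and had a log2 fold change of 0.59 (adjusted p = 0.413 from edgeR).

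No gene was higher or lower at an adjusted p under 0.05 from edgeR, and 382 of the 5466 genes tested had an unadjusted p under 0.05, of which 130 were higher and 252 lower in DD36. The DD24 and DD36 values of 650 genes (11.9%) did not overlap. Chance gives 10% if libraries with the same letter are no more alike than others, which does not hold here. By limma-voom 0 genes passed, by DESeq2 0 higher and 29 lower, and by edgeR without the filter on low counts 2 higher and 51 lower. The 2 higher genes were *PCON_06925* and *PCON_04080*.

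With the replicate letter as a block, 5 genes were higher and 66 lower at an adjusted p under 0.05 from edgeR. These calls include the 5 genes named above as lower (adjusted p from 0.000410 to 0.0159) and *PCON_06925* (adjusted p = 0.0157 from edgeR with the block). The other genes called higher with the block were *PCON_04080*, *PCON_13506*, *PCON_02865* (a putative arginine methyltransferase whose model overlaps its neighbor) and *PCON_05702* (a zinc finger protein). The last of these and *PCON_02865* were named after their values were seen. The split moved with scaling, to 50 higher and 22 lower with the block and total-count scaling, and was 7 and 51 when *PCON_08583* and the phage models were left out of the totals. Without pair b the block fit called 0 genes higher and 2 lower, without pair a 41 and 150, and without pair c 27 and 120, and without DD24 replicate c the fit with no block called 20 genes lower.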

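Genes of protein synthesis ranked higher in DD36 than the other genes tested when a preset correlation of 0.01 between the genes of a group was used, and did not pass with an estimated correlation. Of 83 genes for cytosolic ribosomal proteins, 79 had a fitted log2 fold change above 0, with a median of 0.20 (adjusted p = 2.95e-09 from limma's camera test, 0.628 at the estimated correlation of 0.322). At an unadjusted p under 0.05, 11 of them were higher and 0 lower. *PCON_04541*, for ribosomal protein L16, had a log2 fold change of 0.49 (standard error 0.16), and *PCON_03646* (S17) and *PCON_05611* (L28) of 0.44 and 0.38 (standard error 0.15 for both). Of 46 genes of ribosome biogenesis, 37 had a log2 fold change above 0, with a median of 0.30 (adjusted p = 1.40e-06 from camera in limma, 0.628 at the estimated correlation of 0.149). Among them were *PCON_10193* (erb1, log2 fold change 0.69, standard error 0.24), *PCON_01332* (a protein bound to the U3 small nucleolar RNA, 0.73, standard error 0.27) and *PCON_09334*, a gene that the study itself chose on these libraries. The median of 74 genes for translation factors and tRNA synthetases was 0.09, with 52 of them above 0 (adjusted p = 0.0283 from camera in limma, 0.829 at the estimated correlation of 0.114). With the replicate block and the preset correlation the adjusted p from camera in limma was 2.43e-08 for ribosomal proteins and 6.53e-06 for ribosome biogenesis. For translation factors it was 0.0468. With the block and estimated correlations it was 0.802 for each of these groups (camera in limma). *PCON_13340* (subunit gamma of the initiation factor eIF2), *PCON_01473* (the initiation factor eIF4E) and *PCON_06444* (subunit F of eIF3) had log2 fold changes of 0.46, 0.44 and 0.52.

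Genes of autophagy, the degradation of cell contents in the vacuole, were lower as a group with the preset correlation alone. Of 11 genes tested, 10 had a log2 fold change under 0, with a median of -0.16 (adjusted p = 0.0400 from camera in limma, 0.628 at the estimated correlation of 0.0787 and 0.0664 with the replicate block). *PCON_02396* (ATG3), *PCON_02563* (ATG17) and *PCON_08656* (ATG22-1, whose model abuts its neighbor) had log2 fold changes of -0.66, -0.82 and -0.41 (standard errors 0.20, 0.27 and 0.19). For *PCON_02396* the value ranged from -0.81 to -0.43 over the alternatives set before the data were examined.

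The fry test in limma asks whether the genes of a group move one way on balance and compares them with no other genes. It was run without the replicate block, and its adjusted p was 0.319 for ribosomal proteins, ribosome biogenesis and autophagy and 0.444 for translation factors. For changes in either direction the adjusted p from fry in limma was 0.000514 for autophagy, 0.339 for ribosomal proteins and 0.130 for ribosome biogenesis and translation factors. The translation factor group was lost without DD24 replicate b or c or DD36 replicate b or c (adjusted p from 0.0646 to 0.401 from camera in limma), and autophagy without DD24 replicate a, b or c or DD36 replicate a (0.118 to 0.240). No member of these 4 groups passed by itself without the block, over all genes or adjusted over the list alone. With the block 0 passed over all genes, and 1 gene of ribosome biogenesis was higher and 2 of autophagy were lower when adjusted over the list alone. Total-count scaling with the block moved the median log2 fold change of all genes to 0.24, so that directions of groups are relative to the other genes.

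Groups around carbon stores and energy did not pass. The 13 genes of trehalose, mannitol and glycogen metabolism had a median of -0.12 (adjusted p = 0.116 from camera in limma). In this group *PCON_05926*, for trehalose-phosphatase, had a log2 fold change of -0.42 (standard error 0.20), which ranged from -0.57 to -0.17 over the alternatives set before the data were examined. The study chose 2 others, *PCON_01669* and *PCON_03866*, on these libraries. The group passed without DD24 replicate c (adjusted p = 0.0142 from camera in limma) or DD36 replicate b (0.0497). The median of 14 genes of glycolysis was -0.07 (adjusted p = 0.531 from camera in limma) and that of 74 genes of the TCA cycle and respiration 0.05 (0.223). The median of 55 genes for mitochondrial ribosomal proteins was 0.12 (adjusted p = 0.0598 from camera in limma), with *PCON_04778*, *PCON_02316* and *PCON_12385* (which overlaps its neighbor) at 0.76, 0.74 and 0.44. Without DD36 replicate a the respiration and mitochondrial ribosomal groups passed (adjusted p = 0.0143 for both from camera in limma).

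The other groups did not pass. The adjusted p from camera in limma was 0.173 for 9 histone genes, 0.336 for 37 genes of sexual development and meiosis, 0.531 for secondary metabolism, and 0.612 for the proteasome, transporters, and DNA replication and cell cycle. It was 0.638 for proteases, 0.746 for fatty acid breakdown and peroxisomes, 0.795 for plant cell wall degradation, and 0.891 for the cell wall and the cytoskeleton. For chaperones and oxidative stress it was 0.579 and 0.804 (camera in limma), and in both groups 1 gene was lower when adjusted over the list alone, *PCON_11012* for the copper chaperone of superoxide dismutase (log2 fold change -0.88, standard error 0.20, adjusted p = 0.178 over all genes from edgeR and 0.0228 with the block). With the block 1 gene passed over all genes in the groups of trehalose, mannitol and glycogen, glycolysis, chaperones, oxidative stress and transporters (lower in each), and 1 protease gene was higher. When adjusted over the list alone with the block, 3 genes were lower in the first of these groups, 4 among chaperones and 3 in secondary metabolism, and in sexual development and meiosis 1 was higher and 1 lower. The oxidative stress genes had a median of -0.03, a mean of 0.01 and a test result on the higher side, and the cell wall genes a mean of -0.01 and a test result on the higher side. Of 20 genes matched by words for transposons 3 had enough counts, which left this group untested. Matching by words took in genes of other kinds. Examples are *PCON_10221*, similar to a retrovirus receptor, among these 3, and *PCON_04749*, similar to a regulator of chromatin, in the cytoskeleton group. *PCON_02388*, similar to a tetracycline resistance protein, was in both the transposon group and that of DNA replication and cell cycle.

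**Figure D1:**
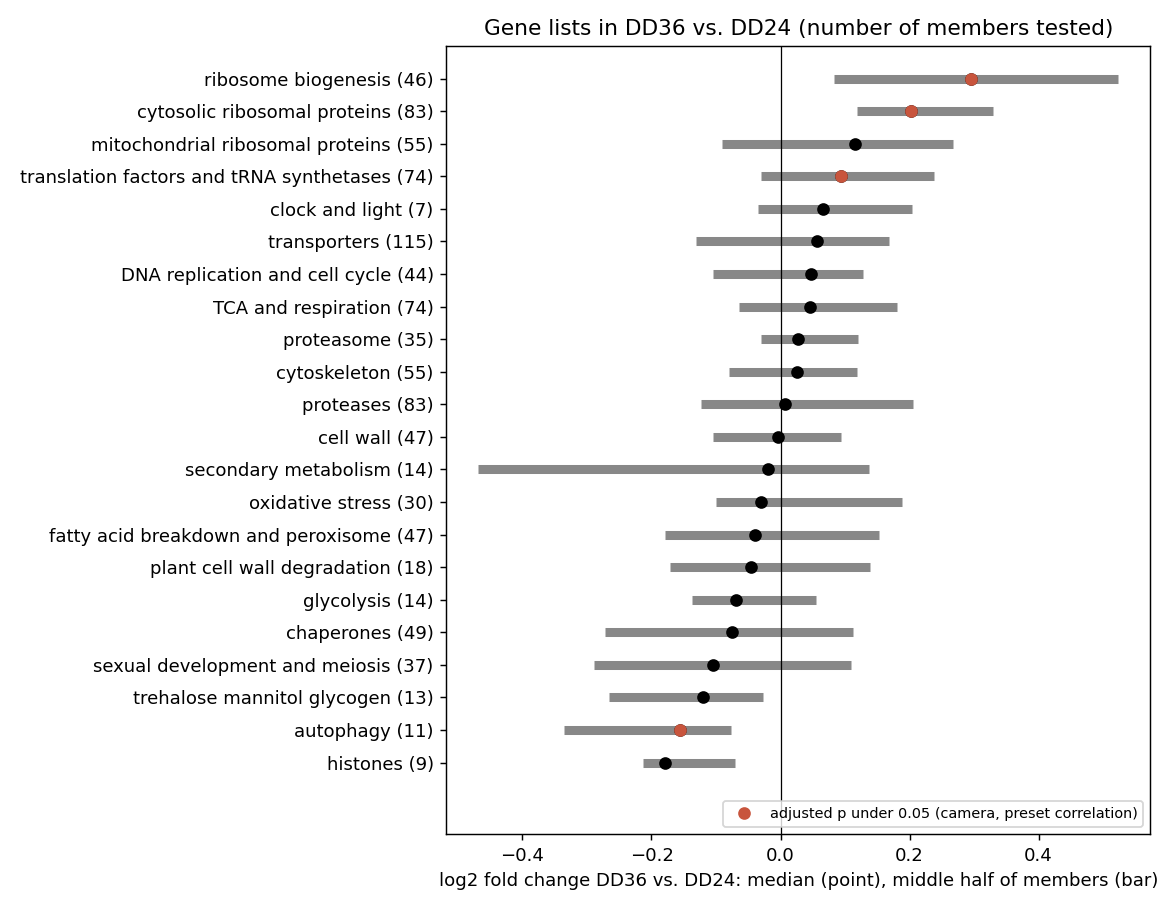
Log2 fold changes in DD36 vs. DD24 for 22 groups of genes, with the number of members tested in brackets. Each point is the median of a group and each bar spans the middle of its members from the first to the third quartile; red points mark groups with an adjusted p under 0.05 from camera with the preset correlation. Ribosome biogenesis (median 0.30) and cytosolic ribosomal proteins (0.20) lie farthest to the right, and the medians of histone and autophagy genes farthest to the left, relative to all genes after TMM scaling.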

Expression data for all *P. confluens* genes as well as for the 80 most significantly regulated genes are presented in Table S2. 

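Ranked by p from edgeR's quasi-likelihood test, 10 of the 80 genes at the top were higher in DD36 and the others were lower. The 10 included the ankyrin-like *PCON_06925*, the periodic tryptophan protein gene *PCON_09334*, the putative ubiquitin hydrolase *PCON_06049*, *PCON_02824* and the S-adenosylmethionine decarboxylase gene *PCON_09886*. The lower genes included *PCON_09132*, *PCON_11728*, the D-lactate dehydrogenase gene *PCON_01866*, *PCON_10869* and *PCON_10062*. With the replicate letter as a block, 6 of the 80 genes at the top were higher, and by DESeq2 5. Ranked by the rounded p and adjusted p in the authors' deposited table, 8 of 80 were higher over the whole table. Over the genes tested here this was 6 of 80, where 7 genes shared the values of the last rank. With the block, 6 of the 80 were higher under RLE scaling and 14 under total-count scaling without *PCON_08583* and the phage models. Total-count scaling over all models, which moves all genes toward DD36, placed 55 higher genes among the 80. Without DD24 replicate b the fit with no block placed 19 higher genes among the 80.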

Interestingly, of the 80 most significantly regulated genes, only eight were up-regulated in DD36 *vs.* DD24 and thus putative morning-specific *ccgs*, whereas the others were down-regulated and thus putative evening-specific *ccgs* (Table S2). To test whether putative *ccgs* identified by RNA-seq showed truly circadian expression patterns, four putative morning-specific and five evening-specific genes chosen from the 80 most significantly regulated genes were analyzed over a 48-hr time course by RT-qPCR (Figure 2, Figure 3, and Table 2). However, only expression of two of the morning-specific genes could be verified as circadian at 25° and 30°, whereas the five evening-specific genes were arrhythmic when tested at 25°. The two remaining morning-specific genes were also arrhythmic, but with better *P*-values in a JTK_CYCLE test for circadian rhythmicity (Hughes *et al.* 2010), suggesting that they might be under weak clock control (Figure 3). Overall, two morning-specific genes were verified as *ccgs* with rhythmic and temperature-compensated expression.

**Table 1:** Overview of RNA-seq experiments for two time points (DD24 and DD36)

Sample Name	Sample	No. of Reads	No. of Trimmed Reads	No. of Mapped Reads	% of Reads That Map
Pcon13	DD24_a	18,998,703	18,618,092	17,530,162	94.2
Pcon14	DD24_b	31,096,297	30,465,329	28,232,290	92.7
Pcon15	DD24_c	21,487,791	21,050,367	19,623,940	93.2
Pcon16	DD36_a	23,668,267	23,190,410	21,286,467	91.8
Pcon17	DD36_b	28,208,438	27,626,313	25,926,388	93.8
Pcon18	DD36_c	24,131,812	23,625,427	22,375,339	94.7

Three independent biological replicates (a-c) were analyzed for each time point. 

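A single gene model took a large part of the counts in each library. All counts together are 4.01% to 5.03% of the mapped reads, so that the shares given here are not shares of the mapped reads. *PCON_08583*, whose annotated match is the RNA-dependent RNA polymerase 1 of another species, lies on scaffold 390 from 1550 to 6507 on the minus strand. It held 52.2% of the counts in DD24 replicate a (95% Clopper-Pearson interval 52.1% to 52.3%), 34.0% in replicate b (33.9% to 34.1%) and 35.0% in replicate c (34.9% to 35.1%). In DD36 it held 39.3% in replicate a (39.2% to 39.4%), 30.7% in replicate b (30.6% to 30.8%) and 30.9% in replicate c (30.8% to 31.0%). Its mean share was 40.4% ± 10.2 (SD, n = 3) in DD24 and 33.6% ± 4.91 (SD, n = 3) in DD36, and it was lower in DD36 in 3 of 3 pairs. After scaling, its log2 fold change in DD36 vs. DD24 was -0.57 (standard error 0.35, adjusted p = 0.784 from edgeR's quasi-likelihood test). With the replicate block it was -0.49 (unadjusted p = 0.00939 and adjusted p = 0.231 from edgeR). Without DD24 replicate a the log2 fold change was -0.11, and the block fit without pair a gave an adjusted p of 4.03e-10 (edgeR). That fit rests on pairs b and c alone and called more genes than the fit with all pairs, so that its p does not stand for all libraries.

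Next in abundance were *PCON_04242*, *PCON_04832* and *PCON_04241*. Their matches are the minor spike protein H, the capsid protein F and the external scaffolding protein D of a bacteriophage whose DNA is commonly added to Illumina runs as a control. Together they held 4.21% ± 0.0734 (SD, n = 3) of the counts in DD24 and 4.65% ± 0.430 (SD, n = 3) in DD36. The fifth most abundant gene, *PCON_01258*, encodes the plasma membrane ATPase, the proton pump that energizes uptake in fungi. It stood at 5907 ± 491 CPM (SD, n = 3) in DD24 and 5959.6 ± 1639 (SD, n = 3) in DD36. The TMM factor of DD24 replicate a was 0.728, against 1.02 to 1.13 in the other libraries.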

RNA-seq, RNA sequencing.

**Figure 3:**
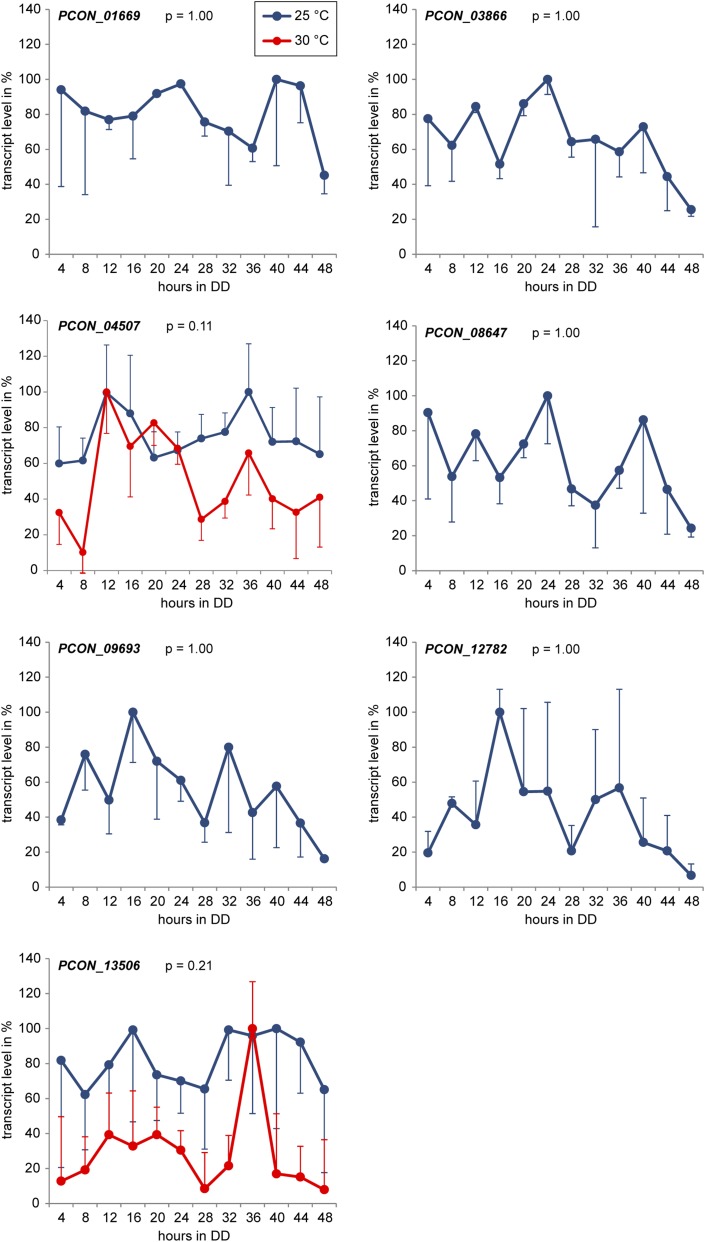
Expression analysis of seven putative *ccgs* that are not rhythmic under free-running conditions. Transcript levels were determined by RT-qPCR after the indicated times in constant darkness (DD). Means and standard errors from three independent replicates at 25° and two independent replicates at 30° (*PCON_04507* and *PCON_13506*) or from two independent replicates at 25° (all others) are shown. The greatest value in each time course was set to 100%. Standard errors are shown in one direction only (up or down) for better visualization. Statistical analysis of circadian expression was performed using JTK_CYCLE (Hughes *et al.* 2010), *P*-values for an analysis including all replicates (at both temperatures if applicable) are given after the corresponding gene names.

**Table 2:** RNA-seq results for putative clock-controlled genes (*ccgs*) that were tested by RT-qPCR

Gene	LOX	DESeq	p/padj	Product; Acc. No. of Homolog With Predicted or Described Function
Putative morning-specific *ccgs*				
* PCON_04080*	1.09	0.82	0.00/0.04	Protein of unknown function
* PCON_04507*	1.12	0.94	0.00/0.04	D-galactonate dehydratase; EHA19069.1
* PCON_09334*	1.29	1.11	0.00/0.20	periodic tryptophan protein 2; P25635.2
* PCON_13506*	1.32	1.04	0.00/0.00	subtilisin-like protease; C5PCX1
Putative evening-specific *ccgs*				
* PCON_01669*	−0.70	−0.88	0.00/0.03	mannitol-1-phosphate 5-dehydrogenase; Q9CLY7
* PCON_03866*	−0.60	−0.79	0.00/0.13	trehalose phosphorylase; A6YRN9
* PCON_08647*	−1.25	−1.39	0.00/0.03	UPF0591 membrane protein C15E1.02c; Q9UTI9
* PCON_09693*	−2.19	−2.45	0.00/0.00	fibrinogen alpha chain; P02672
* PCON_12782*	−1.96	−1.76	0.00/0.00	protein of unknown function

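The 9 genes of Table 2 had log2 fold changes in the direction of their group, with 4 higher and 5 lower in DD36. The study chose them on these libraries, so that neither their directions nor p adjusted over this list alone are independent evidence. Among the 5 putative evening-specific genes, *PCON_01669* encodes mannitol-1-phosphate 5-dehydrogenase, an enzyme of mannitol metabolism (scaffold 1117, 279865 to 281559, minus strand). It was at 772 ± 265 CPM (SD, n = 3) in DD24 and at 419 ± 66.1 (SD, n = 3) in DD36, a log2 fold change of -0.88 (standard error 0.24, adjusted p = 0.367 from edgeR's quasi-likelihood test, 0.00581 with the replicate block). *PCON_03866*, for trehalose phosphorylase (scaffold 151, 344724 to 347121, plus strand), was at 76.4 ± 37.6 CPM (SD, n = 3) in DD24 and at 44.2 ± 16.8 (SD, n = 3) in DD36, a log2 fold change of -0.80 (standard error 0.43, adjusted p = 0.769 from edgeR).

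*PCON_09693*, a short gene whose match is a fibrinogen alpha chain (scaffold 462, 35089 to 35540, minus strand), was at 247, 203 and 30.3 CPM in DD24 replicates a, b and c. In DD36 it was at 29.3 ± 12.1 (SD, n = 3), and its log2 fold change was -2.43 (standard error 0.87, adjusted p = 0.708 from edgeR, 0.000388 with the block). *PCON_08647*, for a membrane protein (scaffold 391, 155552 to 156702, minus strand), was at 25.4 ± 18.1 CPM (SD, n = 3) in DD24 and at 9.72 ± 7.05 (SD, n = 3) in DD36. The log2 fold change was -1.42 (standard error 0.59, adjusted p = 0.708 from edgeR, 0.0376 with the block). *PCON_12782*, of unknown function (scaffold 744, 60735 to 61426, minus strand), was at 31.5, 180.1 and 0 CPM in DD24 replicates a, b and c and at 44.0, 10.2 and 8.26 in DD36. Its log2 fold change was -1.96 (standard error 1.55, adjusted p = 0.896 from edgeR).

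Of the 9 genes 0 passed an adjusted p of 0.05 over all genes tested and 3 passed when adjusted over the list alone (*PCON_04080*, *PCON_09334* and *PCON_01669*, edgeR). With the replicate block 5 passed over all genes, and 8 when adjusted over the list alone. The counts over the list alone follow in part from the choice of these genes by significance in the same libraries. By DESeq2 1 passed (*PCON_01669*), by edgeR without the filter on low counts 3 (*PCON_04080*, *PCON_01669* and *PCON_08647*), and without DD24 replicate c 2 (*PCON_01669* and *PCON_09693*). Without pair b the block fit called 1 of the 9 genes, and without pair c 7. Without DD24 replicate b, the log2 fold changes of *PCON_03866*, *PCON_08647* and *PCON_12782* were -0.37, -0.57 and 0.46.

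**Figure D2:**
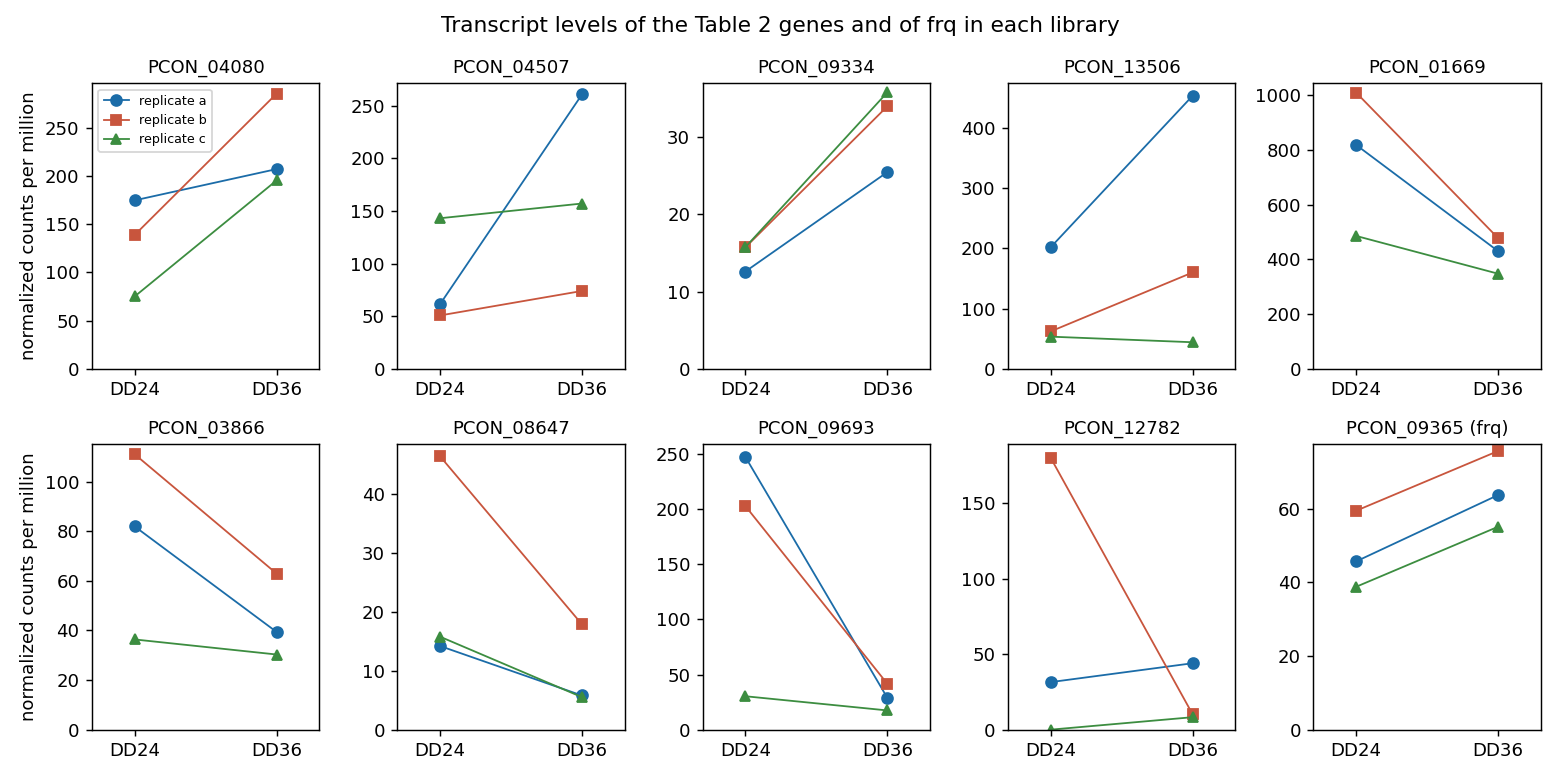
Normalized CPM of the 9 genes of Table 2 and of *frq* in each of the 6 libraries, on linear axes that start at 0. Each line joins the DD24 and the DD36 library of a replicate letter. The lines of *PCON_04080*, *PCON_04507*, *PCON_09334* and *frq* go up and those of *PCON_01669*, *PCON_03866*, *PCON_08647* and *PCON_09693* go down in all 3 pairs, whereas the pairs of *PCON_13506* and *PCON_12782* go both ways.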

Log_2_ values of ratios calculated with LOX or DESeq are given, as well as *P*-values and padj values for DESeq. RNA-seq, RNA sequencing; RT-qPCR, reverse transcription quantitative polymerase chain reaction.

The two novel *ccgs* encode a protein of unknown function (*PCON_04080*), and a WD40-repeat protein (*PCON_09334*) that is a 90S pre-ribosomal component required for proper cell cycle and bud morphogenesis in *Saccharomyces cerevisiae* (Dosil and Bustelo 2004; Shafaatian *et al.* 1996) (Table 2). 

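*PCON_04080* lies on scaffold 154 of the reference genome v01_2 from 22923 to 25226 on the plus strand, directly beside the model of *PCON_04079*, so that reads at the border could count for either gene. It was at 130 ± 50.5 CPM (SD, n = 3) in DD24 and at 229 ± 49.0 (SD, n = 3) in DD36. It was higher in DD36 in 3 of 3 pairs, and each DD36 library was above each DD24 library. Its log2 fold change was 0.83 (standard error 0.28, adjusted p = 0.598 from edgeR's quasi-likelihood test), and 0.88 with the replicate block (adjusted p = 0.0164 from edgeR).

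*PCON_09334* (scaffold 445, 57269 to 60264, minus strand) was counted 8, 18 and 13 times in DD24 replicates a, b and c and 22, 40 and 39 times in DD36. This corresponds to 14.7 ± 1.82 CPM (SD, n = 3) in DD24 and to 31.8 ± 5.52 (SD, n = 3) in DD36, again without overlap between the time points. The difference was a log2 fold change of 1.10 (standard error 0.27, adjusted p = 0.243 from edgeR), and the replicate block left it at an adjusted p of 0.0512. Leaving out any library kept its log2 fold change at 1.01 or above. From higher levels in the subjective morning the paper took both genes as putative morning-specific *ccgs*, followed them by RT-qPCR in time courses at both temperatures, and concludes from their rhythm there that they are *ccgs* (Figure 2).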

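*PCON_04507*, similar to D-galactonate dehydratase (scaffold 162 of the reference genome v01_2, 56729 to 59670, minus strand), was at 61.4, 50.7 and 143 CPM in DD24 replicates a, b and c. In DD36 replicates a, b and c it was at 261, 74.0 and 157, higher in each pair but with overlap between the time points. The log2 fold change of *PCON_04507* was 0.94 (standard error 0.63, adjusted p = 0.848 from edgeR's quasi-likelihood test), and it was 0.43 without DD36 replicate a and 1.55 without DD24 replicate c. *PCON_13506* (scaffold 861, 56733 to 58109, minus strand) matches a subtilisin-like protease. It was at 202, 62.1 and 53.3 CPM in DD24 replicates a, b and c and at 453, 159.8 and 44.1 in DD36 replicates a, b and c, higher in 2 of 3 pairs. Its log2 fold change was 1.09 (standard error 1.07, adjusted p = 0.923 from edgeR), and 0.93 with the replicate block (adjusted p = 0.0376 from edgeR). The log2 fold change was -0.01 without DD36 replicate a and 1.89 without DD24 replicate a. When both libraries of replicate a were left out, the block fit still called the gene higher, and it did not when both libraries of replicate b were left out.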

The two genes that are not strongly rhythmic, but might be under weak clock-control encode a putative D-galactonate dehydratase (*PCON_04507*) that might be involved in sugar acid metabolism (Motter *et al.* 2014), and a putative protease (*PCON_13506*).

It might appear somewhat surprising that *frq* (*PCON_09365*) was not included in the significantly differentially expressed genes in our RNA-seq results (Table S2). 

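The *frq* gene lies on scaffold 447 of the reference genome v01_2 from 41234 to 44481 on the plus strand. It was at 48.0 ± 10.5 CPM (SD, n = 3) in DD24 and at 64.8 ± 10.3 (SD, n = 3) in DD36, higher in 3 of 3 pairs. The log2 fold change was 0.42 (standard error 0.21, adjusted p = 0.743 from edgeR's quasi-likelihood test). With the replicate block it was 0.43 (unadjusted p = 0.0299 and adjusted p = 0.361 from edgeR), with CPM of 45.7, 59.4 and 38.8 in DD24 replicates a, b and c and 63.7, 75.7 and 55.1 in DD36. An exact permutation test of the log2 values without pairing (2-sided) gave p = 0.2, but 3 libraries against 3 cannot go below 0.1, so that this test could not pass 0.05. In the authors' deposited table *frq* has a log2 ratio of 0.43 by DESeq with an adjusted p of 1.00, and of 0.63 by LOX. *PCON_11360*, the homolog of the FRQ-interacting helicase FRH, was at 55.1 ± 3.66 CPM (SD, n = 3) in DD24 and at 57.9 ± 4.01 (SD, n = 3) in DD36, a log2 fold change of 0.07 (standard error 0.18) that was -0.01 without DD36 replicate a. *PCON_03119*, similar to the blue light receptor gene white collar 1, had a log2 fold change of -0.25 (standard error 0.20) and of 0.01 with the block and total-count scaling. *PCON_06747*, a phytochrome-like gene, had a log2 fold change of 0.15 (standard error 0.17). Of 8 genes listed for the clock and light reception 7 were tested, and none passed over all genes or adjusted over the list alone (adjusted p of the group = 0.612 from camera in limma).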

One possibility for this might be that only two time points rather than a full time course were chosen for RNA-seq analysis, and therefore slight shifts of peak times might lead to lower signal to noise ratios.

### Some ccgs are also light-regulated

In *N. crassa*, light signaling and the circadian clock share several components, and light is one of the factors that can entrain the circadian rhythm (Dunlap *et al.* 2007; Fuller *et al.* 2014). *P. confluens* shows strong reactions to light (including sexual development, which is completely light-dependent), and many genes, including *frq*, are light-induced (Traeger *et al.* 2013). Therefore, we tested whether the novel *ccgs* also might be controlled by light. We analyzed transcript levels of the two *ccgs* after long-term light induction (4 d), as well as induction after short light pulses from 5 to 60 min (Figure 4). The long-term light induction was chosen, because this is a biologically relevant condition under which *P. confluens* is able to develop fruiting bodies, whereas it is sterile in complete darkness. Under long-term light induction, *PCON_04080* is strongly up-regulated, and *PCON_09934* is marginally upregulated (Figure 4A). In the short-term light induction experiments, *PCON_04080* is also up-regulated, and *PCON_09934* is not differentially expressed (Figure 4B and Table S3). Thus, the two *ccgs* do not show a uniform reaction to light, but reveal distinct expression profiles under different light conditions. The two probably weakly clock-controlled genes, *PCON_04507* and *PCON_13506*, are not differentially expressed under long-term light induction, whereas *PCON_04507* is down-regulated in the short-term light induction experiments (Figure 4).

**Figure 4:**
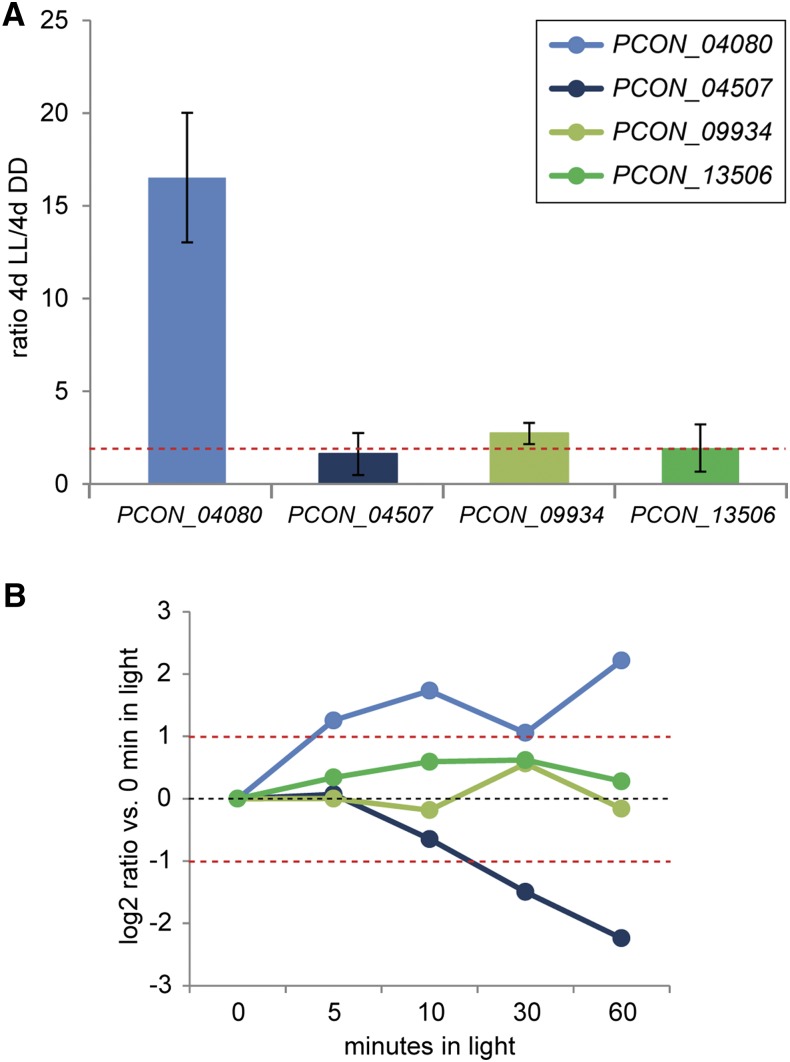
Analysis of light-dependent expression of two putative *ccgs* and two putative weakly clock-controlled genes by RT-qPCR. (A) Gene expression after growth for 4 d in constant light (LL) *vs.* constant darkness (DD). Mean ratios and standard deviations of two independent biological replicates are shown. A red dashed line indicates twofold up-regulation. (B) Gene expression ratios after growth for 4 d in constant darkness and subsequent light induction for 5−60 min. Mean ratios of two independent biological replicates are shown. Standard deviations are left out for clarity, values including standard deviations are given in Table S3. Dashed red lines indicate twofold up- or down-regulation.

### Analysis of light-entrainment of ccgs

An important property of circadian clocks is the ability to become entrained to external stimuli (“zeitgeber”), *e.g.*, to daily cycles of light and temperature. The result of entrainment is that the period of the rhythm becomes equal to that of the entraining stimuli, and that a stable phase relationship is established between the external stimuli and the entrained rhythm (Johnson *et al.* 2003). In true entrainment, this means that the phase relationship depends on the period length of the zeitgeber and can be tested by using zeitgeber cycles that are shorter or longer than 24 h. If the phase angle of the resulting rhythm is different and specific for different zeitgeber period lengths, this is a good indication of entrainment. However, if the resulting rhythm shows the same phase relationship to the zeitgeber regardless of zeitgeber period lengths, it is likely to be driven, not entrained (Johnson *et al.* 2003; Nsa *et al.* 2015). Thus, for a ∼24-hr, free-running rhythm and a morning-specific gene, in case of light entrainment one would expect transcript levels to rise before the “lights on” with zeitgeber period lengths longer than 24 hr (*e.g.*, in 14-hr DD / 14-hr LL cycles), and after “lights on” with zeitgeber period lengths shorter than 24-hr (*e.g.*, in 9-hr DD / 9-hr LL cycles).

We tested whether the putative *ccgs* including *frq* can be light-entrained in *P. confluens*. The putative *ccgs* are morning-specific under free-running conditions, and therefore would be expected to increase expression around the time of “lights on” in dark/light cycles. We therefore analyzed expression at six time points covering a time frame from 4 hr before to 4 hr after “lights on” in three different dark/light regimes (9 hr/9 hr, 12 hr/12 hr, 14 hr/14 hr) (Figure 5). Light induction was observed for *frq* but not consistently for the other *ccgs*. For *PCON_04080*, a short-term increase was observed in transcript levels 0.25 hr after “lights on,” which reflects the light induction that was also observed in the short-term light experiments (Figure 4B). In the case of *frq*, the increase in transcript levels coincides with “lights on” regardless of zeitgeber lengths, which is not consistent with entrainment, but rather with a driven (*i.e.*, synchronized) rhythm. For the putatively weakly rhythmic genes *PCON_04507* and *PCON_13506*, no light entrainment was found either (data not shown). Therefore, at present there is no evidence for light entrainment of *P. confluens* circadian rhythms.

**Figure 5:**
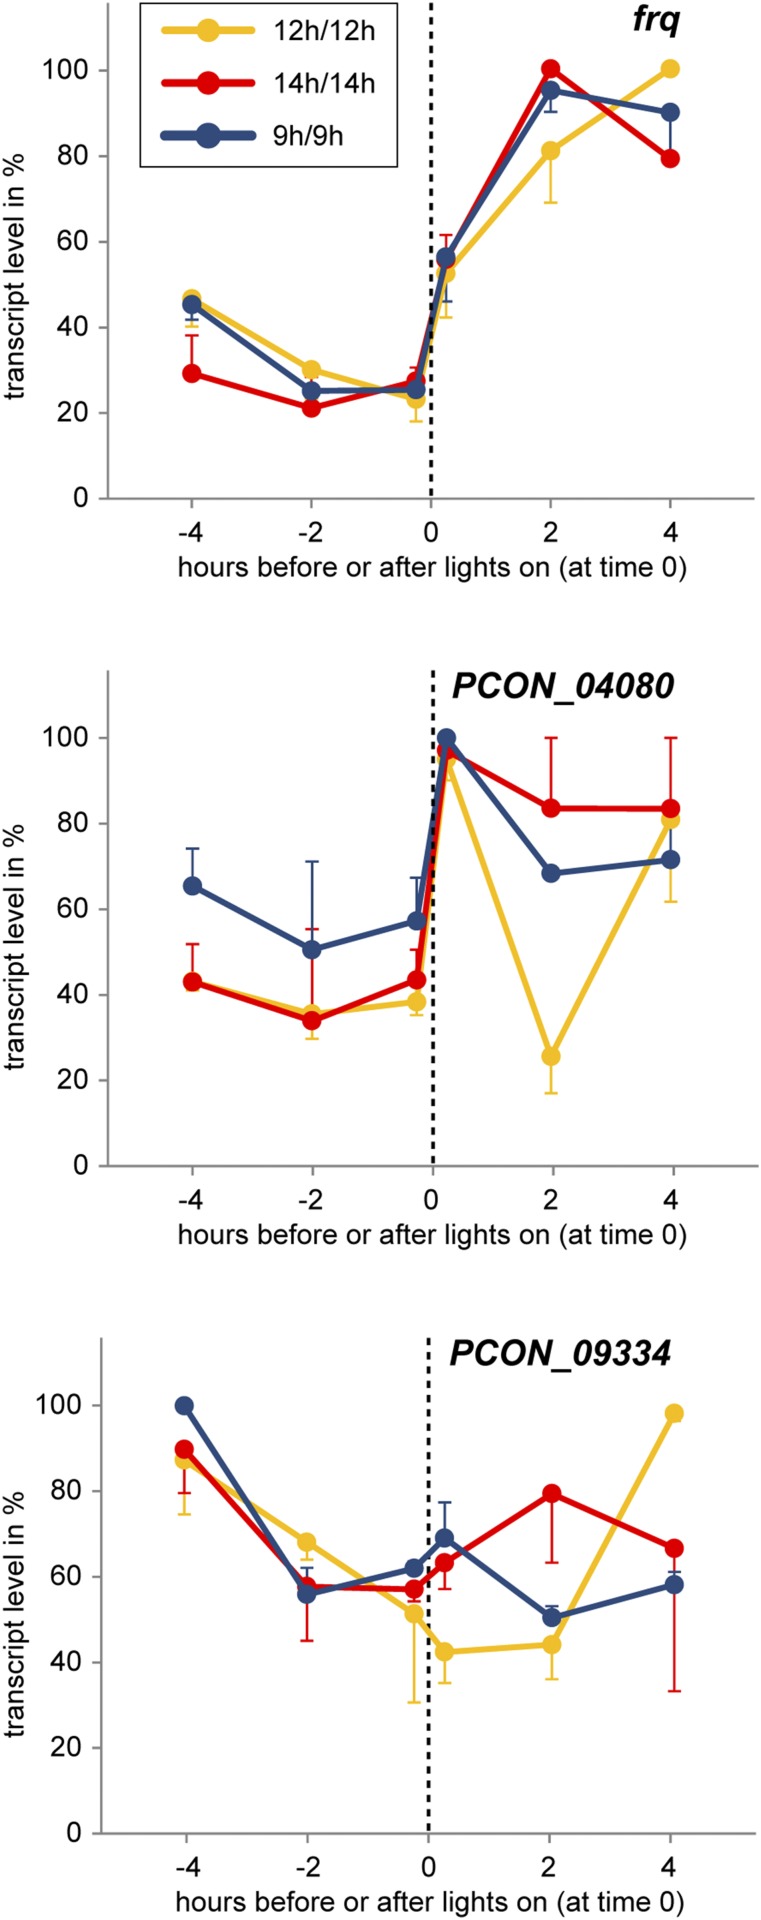
Analysis of light-entrainment for three morning-specific genes by RT-qPCR. Cultures were subjected to dark/light cycles (9 hr/9 hr, 12 hr/12 hr, and 14 hr/14 hr). Samples were harvested at specific time points before or after “lights on” (time 0, dashed vertical line) on day 4 (for entrainment schedule, see Figure S2). Analyses were performed for two independent replicates for each light regime, the greatest value in each experiment was set to 100%, and the mean of two experiments is shown. Standard errors are shown in one direction only (up or down) for better visualization.

## Discussion

In this study, we have shown that the *frq* gene in the basal filamentous ascomycete *P. confluens* shows two of the three main properties that characterize a circadian rhythm (∼24-hr free-running period length, temperature compensation). Furthermore, we identified two additional *ccgs* by RNA-seq that also show these two properties. Thus, a circadian clock seems to be active in *P. confluens* at the molecular level, even though at present no morphologic output is known. A similar finding was made in *Aspergillus nidulans*, where no developmental rhythms were observed, but expression of the *gpdA* gene was shown to be under circadian control (Greene *et al.* 2003). Entrainment of *gpdA* in *A. nidulans* required the combined input of light and temperature cycles, because neither light nor temperature alone was sufficient for entrainment (Greene *et al.* 2003). A similar phenomenon might be at work in *P. confluens*, where we found that light is able to drive, but not entrain *frq* rhythms (Figure 5).

The surprisingly high conservation of several domains of FRQ in *P. confluens* might lead to the hypothesis that the *P. confluens frq* is part of a circadian oscillator itself. If *frq* were part of the oscillator that would suggest that the FWO is an evolutionary conserved molecular mechanism that was already present in the ancestor of filamentous ascomycetes. However, *frq* might very well have been part of the clock-controlled output first, being recruited into the core oscillator only in selected groups like the Sordariomycetes later during evolution. Our data do not allow conclusions on whether *frq* is part of the oscillator, or part of the output controlled by a circadian clock in *P. confluens*.

One point to note is the high variability in replicate time course experiments for *ccg* expression including *frq* (large error bars in Figure 2). One possible explanation might be that the *P. confluens* circadian rhythm did not evolve to the same level of robustness as found in *N. crassa*, and in the recently described circadian clock in *B. cinerea* (Hevia *et al.* 2015; Hurley *et al.* 2015). The last common ancestor of the lineages leading to *P. confluens* and the other filamentous ascomycetes, respectively, was estimated to have lived 260−413 million years ago (Traeger *et al.* 2013). Therefore, most likely the evolution of circadian rhythms in the early diverging Pezizomycetes *vs.* the other filamentous ascomycetes including *N. crassa* and *B. cinerea* was largely independent. Other possible explanations include the growth conditions or the genetic background in the experiments (see below).

Using RNA-seq, we identified a number of potential *ccgs*. Surprisingly, the number of putative evening-specific genes was much greater among the significantly differentially regulated genes than the number of morning-specific genes (Table S2). However, none of the putative evening-specific genes that were tested could be verified as circadian, whereas two of four morning-specific genes that were tested showed properties of circadian regulation. One reason for this finding might be that the analysis of only two time points is not specific enough to suppress false-positives, and that full time courses are needed (Li *et al.* 2015). In *N. crassa*, the search for *ccgs* started more than 20 years ago, and continues with increasingly sensitive methods (Bell-Pedersen *et al.* 1996; Correa *et al.* 2003; Dong *et al.* 2008; Hurley *et al.* 2014; Loros *et al.* 1989; Nowrousian *et al.* 2003; Zhu *et al.* 2001). In the first analyses by differential cDNA hybridizations, expressed sequence tag sequencing, or microarray analyses, all identified *ccgs* were morning-specific (Bell-Pedersen *et al.* 1996; Loros *et al.* 1989; Nowrousian *et al.* 2003; Zhu *et al.* 2001), with evening-specific genes identified only later (Correa *et al.* 2003; Dong *et al.* 2008). A recent comprehensive screen by RNA-seq identified both evening- and morning-specific genes, but showed that the majority of *N. crassa ccgs* are morning-specific (Hurley *et al.* 2014). The results of our *ccg* verification experiments in *P. confluens* might suggest that the majority of *ccgs* are morning-specific in this fungus, too. However, one has to keep in mind that the growth conditions that are used to assess circadian rhythmicity, namely shaken cultures that can only develop vegetative mycelium, are not natural conditions for this fungus, and that some genes might not be expressed at levels high enough for meaningful quantification, or might show different patterns of regulation compared with a more natural environment. Another reason for the low number of identified *ccgs* and the high standard deviations in repeat experiments analyzing *ccg* expression might be the genetic background in our experiments (*P. confluens* wild type). In *N. crassa*, experiments to analyze circadian rhythms are usually carried out in a *band* mutant that shows amplified circadian output signals compared with the wild type (Belden *et al.* 2007).

In *N. crassa* and other organisms, the circadian clock controls transcript levels of up to 40% of all genes and influences pathways ranging from metabolism to development and mitosis (Bennett *et al.* 2013; Hong *et al.* 2014; Hurley *et al.* 2014). Similar findings for the number and functions of *ccgs* were made in other organisms, *e.g.*, *Arabidopsis thaliana* and mice (15–40% of genes under clock control) (Covington *et al.* 2008; Hughes *et al.* 2009; Li *et al.* 2015). The *P. confluens ccgs* and putative weakly clock-controlled genes that we identified have different predicted functions, suggesting that in *P. confluens*, similar to *N. crassa*, the circadian clock might influence a variety of cellular pathways, and that many more *ccgs* remain to be discovered in this fungus. What biological role a circadian clock in *P. confluens* might play is at present unknown. One possibility is that it might be involved in timing of maturation or ejection of sexual spores. *P. confluens* is a soil-fungus, and in its natural environment, namely forests in temperate climates, fruiting bodies usually appear on the ground after forest fires (Seaver 1909). The spores can be dispersed by wind, and one might hypothesize that the optimal timing of spore ejection could be aided by a circadian clock.

In summary, our data indicate that a circadian clock with a rhythmically expressed *frq* gene is present in the basal filamentous ascomycete *P. confluens*. This suggests that *frq* was already associated with the circadian clock in the last common ancestor of filamentous ascomycetes.

##

How the deposited data were processed for this re-analysis (not part of the article)

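RNA from vegetative mycelium of *P. confluens* was sequenced in 6 libraries, 3 from the subjective evening (24 hr in darkness, DD24) and 3 from the subjective morning (36 hr in darkness, DD36), with replicates a, b and c for both. The authors made the read counts per predicted gene by trimming the reads, mapping them to the reference genome v01_2 and counting them without normalization. Their processing notes name CASAVA 1.8.2 and DESeq, and the settings of trimming, mapping and counting are not given in the sources used here. The deposited table also holds what the authors computed from the counts: ratios of DD36 to DD24 by LOX with a probability as a fraction, log2 ratios by LOX and DESeq, base means as normalized signal, and p-values and adjusted p-values by DESeq rounded to 2 decimals. Infinite ratios are written there as fixed values, and lengths of the gene models are given in bases. RNA from the RT-qPCR time courses was not analysed here. The labels place the cultures in a medium abbreviated WPC and the paper in minimal medium, and which name is right was not settled.

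All 6 columns of counts were matched to a condition and a replicate, and 0 were left out. The counts summed to between 806459 and 1132608 per library, with medians of 881117 in DD24 and 985049 in DD36, and between 8310 and 8945 genes had counts. With 3 counts as the limit that a count of 0 allows, the floor lay between 2.55 and 4.73 CPM. Intervals of shares are exact Clopper-Pearson intervals at 95%, and both cover counting error only. Pairs of libraries of a time point differed by a chi-square per degree of freedom of 3.70 to 16.6, so that no library was a copy of another of its time point. Libraries of different time points were not compared in this way. Deviations from the means of the time points correlated at 0.223, 0.272 and 0.316 between libraries with the same letter, where the best correlation with another library was -0.0538 for pairs a and b and -0.154 for pair c. Such deviations cancel over the letters of a time point. Correlations with other letters are therefore negative on average where same-letter ones are positive, and add no separate support. The same-letter correlations were above the minimum of 0.1 set for treating the letter as a pair. The sources used here do not say how the cultures of a letter were related. With 3 pairs, 1 strain and no dates in the labels, batches other than the letter could not be examined.

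Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 2 groups, which left 5466 of 13369, and libraries were scaled by TMM. DD36 was compared with DD24 by a quasi-likelihood fit with robust estimation and the condition as its term, and p was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The common biological coefficient of variation was 0.173 and the median log2 fold change of all genes -0.00. CPM values are counts divided by the library's sum over the genes tested times its TMM factor. Gene groups were built by matching words in the product descriptions, for 23 lists, and tested with limma 3.58.1 by camera with a preset correlation of 0.01 on log2 CPM, adjusted over the 22 lists that had at least 5 members tested. DESeq2 1.42.0 was used as an alternative. The test was checked on simulated counts, redrawn for all genes from the levels and spread fitted to these libraries, with 200 changed genes. Without the block it recovered 18%, 66%, 94% and 98% of genes changed 1.5-fold, 2-fold, 3-fold and 4-fold and called 11 unchanged genes, and with the block 24%, 72%, 92% and 100% with 9 unchanged genes called. The simulation without the block held no shared deviations of libraries with the same letter, so that its shares need not hold for these data.

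The lists, the comparisons, the rule for naming genes and the alternatives named next were set before the data were examined. The alternatives were RLE scaling, no filter beyond 1 count in total, at least 10 counts in each library, the replicate letter as a block, leaving out each library in turn, DESeq2, limma-voom, an adjusted p under 0.1, an additional fold change of at least 2, the authors' p and ratios, camera with an estimated correlation, and fry. Alternatives planned for a table without counts did not apply. Fits without *PCON_08583* and the 3 phage models, and fits that combine the block with another scaling, another tool or the loss of a pair, were added after results had been seen.

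Genes are named when the paper names them, when they are among the 10 genes with the smallest p in a direction among those past the threshold without overlap (or, where fewer than 5 pass, the 5 with the smallest p), when they have the smallest p in a described list (3 per list), or when they are among the 5 genes with the highest mean level. The paper's Table 2 had been read before the rule was written, so its values count as seen. Genes named outside the rule are marked where they appear. The models of *PCON_02865* and *PCON_12385* overlap a neighboring model, which can move reads between genes.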

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

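The tests of scaling, of all splits without a block, of the LOX ratios and of the replicate pairs behind the authors' calls, and the exchange of time points within pairs, were chosen after the results they explain had been seen.

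The text of the paper does not discuss the most abundant gene models, and its Table S2 was not analysed here. *PCON_08583*, similar to RNA-dependent RNA polymerase 1, took between 30.7% (DD36 replicate b) and 52.2% (DD24 replicate a) of the counts of a library, far above the limit that a count of 0 allows. *PCON_04242*, *PCON_04832* and *PCON_04241*, similar to phage proteins, took between 4.14% (DD24 replicate a) and 5.13% (DD36 replicate a) together. These are shares of the reads counted and not of all mapped reads, and where the reads of these models come from was not tested.

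A gene outside those discussed in the paper's text, *PCON_06481*, has a protein of *Aspergillus niger* named period circadian protein as its match (scaffold 261, 30952 to 32333, minus strand). It was at 182 ± 136 CPM (SD, n = 3) in DD24, above the limit that a count of 0 allows, and at 97.3 ± 63.8 (SD, n = 3) in DD36. It was named after its values were seen. The log2 fold change was -0.91 (standard error 0.77, adjusted p = 0.913 from edgeR), and -0.87 with the replicate block (adjusted p = 0.0180 from edgeR). Over all settings run in edgeR, DESeq2 and limma the adjusted p ranged from 2.46e-05 to 0.999. Without DD24 replicate b the log2 fold change was -0.07. The authors' deposited table gives -0.90 with an adjusted p of 0.01 by DESeq. Whether the name of the match says anything about its function was not tested.

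With the replicate block, 66 genes were lower and 5 higher in DD36. Whether greater power at high counts is the source after TMM scaling stays open. Among 1763 genes in the range of log2 CPM of the called genes (6.10 to 9.59), 64 lay below -0.6 and 8 above 0.6, a ratio of 8. The called genes make up 49 of the 64 and 4 of the 8, so that this ratio rests in large part on the calls. Of the genes in this range that were not called, 15 lay below -0.6 and 4 above 0.6, and below this range of log2 CPM the counts were 144 and 142, both counted after the results were seen. With the time points exchanged in pair a, b or c, the counts in the range were 5 and 2, 1 and 0, and 16 and 6. Each exchange left the other pairs in their real order, so that part of a difference shared by the pairs would stay in it. The exchanges are therefore no measure of chance, and the ratio cannot decide. The 64 genes were more than in any exchange, but most of them are the calls themselves.

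A single pair as the source of this asymmetry stays open. Without pairs a, b and c in turn 61.7%, 64.4% and 61.4% of the genes at an unadjusted p under 0.05 were lower, above the 55% set for the test. With the time points of 1 of the remaining pairs exchanged, 58.9%, 57.1% and 60.4% of 124, 224 and 53 such genes went one way. Each real share was above each of these. The exchanged shares lay up to 10.4 points from an even split, a spread estimated from few genes, and the lowest real share 6.41 points above 55%. These distances are taken from different points, so that they cannot be weighed against each other. Without pair b there were 295 such genes of 5393 tested, where chance gives 270, and the block fit called 0 genes higher and 2 lower, so that the 66 and 5 calls depend on pair b. Scaling stays open as well. With RLE scaling, or without the dominant and phage models, at most 4.41% of the calls were higher, but these settings moved the median log2 fold change of all genes by less than 0.01. Total counts as the scaling, added after the results were seen, moved it to 0.24, so that the 69.4% of calls that were then higher decide nothing. When those models were left out of the totals the median was 0.072 and 12.1% of the calls were higher (51 of 58 lower), with an upper binomial bound of 23.3% against the 20% set for the test. A lower overall output in either time point and a wrong scaling cannot be told apart, since no measure of overall output is given in the sources used here. An effect of circadian phase and an effect of the longer time in darkness are biological explanations that the design leaves open. With a similar age at harvest, DD36 cultures also had a shorter time in light before the shift. DD36 differs from DD24 in all of these, and none was tested.

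The libraries can be split in 10 ways. Without a block the real split called 0 genes (edgeR, 382 at an unadjusted p under 0.05), a count that any split reaches, so that this comparison says nothing, and the highest other split called 5 (DD24 replicates a and b with DD36 replicate b against the rest). With the block, 1 of 4 assignments within pairs, the real one, called 71 genes and the highest other 0. In both designs the splits are too few for a share under 0.05.

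The authors' LOX ratios lie above their DESeq ratios, with a median difference of 0.224 on the log2 scale over 5466 genes. The shift between total-count and median-ratio scaling is 0.248. The difference less this shift is -0.0237, which is consistent with total counts as the scaling behind the LOX ratios. Whether *PCON_08583* makes up the shift stays open, since without this gene model a shift of 0.0794 was left, between the bounds of 0.05 and 0.1 set for the test. No biological explanation was tested, because both ratios come from the same libraries.

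The authors' deposited table calls 32 genes at an adjusted p under 0.05 by DESeq, of which 30 were tested here, and edgeR without a block called 0 of them (382 of all genes at an unadjusted p under 0.05, 29 genes by DESeq2, 0 by limma-voom). The median gene-wise dispersion of the 30 genes lay at the percentile 87.3 of all genes tested, which is consistent with a spread between libraries above the level common to all genes. With the replicate block 28 of the 30 (93.3%) passed, so that differences between replicate pairs may hold much of that spread. This does not show how DESeq weighed the libraries. The biological source of differences between pairs was not tested.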

How the results depend on the processing

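All settings that combine the replicate block with another choice, and the setting without the dominant and phage models and no block, were chosen after results had been seen. A gene was taken to stay when it kept its direction and its side of the threshold. A list was taken to stay when it kept its side, with directions compared only where it passed in both fits. Counts of genes or lists stayed when equal or when the larger was at most 1.5 times the smaller. By these rules 85 of 85 results stayed under RLE scaling and 80 of 80 without the dominant and phage models. Under limma-voom 84 of 85 stayed, and with at least 10 counts in each library 76 of 78. Without a single library between 73 (without DD24 replicate c) and 81 (without DD36 replicate b or c) results stayed. Fewer stayed without the low-count filter (64 of 85), by DESeq2 (46 of 61) and with the replicate block (54 of 85). Genes below a stricter filter gave no value there, and DESeq2 gave no test of lists. Alternatives planned for tables without counts were not run. Unless stated, the cause of a change was not tested.

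No gene passed an adjusted p of 0.05 in edgeR with the low-count filter, all libraries and no block, where 382 had an unadjusted p under 0.05. The counts of genes higher and lower were 2 and 51 without the low-count filter, 0 and 29 by DESeq2, 0 and 3 at an adjusted p under 0.1, and 5 and 66 with the replicate block. RLE scaling, limma-voom, at least 10 counts and the setting without the dominant and phage models gave 0 and 0. With the block the counts were 3 and 65 without the dominant and phage models, 3 and 66 with RLE scaling, 50 and 22 with total-count scaling, 7 and 51 with total-count scaling without those models, 1 and 43 by DESeq2, and 3 and 67 by limma-voom. With the block they were 41 and 150 without pair a, 0 and 2 without pair b, and 27 and 120 without pair c. Leaving out one library gave 0 genes higher and 0 to 20 lower, with 20 without DD24 replicate c.

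Among the 80 genes with the smallest p, 10 were higher in DD36. This count was 6 with the block, 5 by DESeq2 and 6 by the authors' p over the genes tested. Combined with the block it was 6 without the dominant and phage models, 6 with RLE scaling, 55 with total-count scaling, 4 by DESeq2, 5 by limma-voom and 3 without pair a. Leaving out a library gave 8 (without DD24 replicate c) to 19 (without DD24 replicate b).

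Of the 9 genes of Table 2, 0 passed by edgeR without a block, 3 without the low-count filter, 5 with the block and 1 by DESeq2. With the block 5 passed without the dominant and phage models, 5 with RLE scaling, 5 with total-count scaling, 5 with total-count scaling without those models, 3 by DESeq2 and 5 by limma-voom. Without pairs a, b and c the block fit called 6, 1 and 7. Leaving out a library gave 0 to 2, with 2 without DD24 replicate c. The count with the paper's direction was 9 and went down to 6 with at least 10 counts in each library, where fewer of these genes were tested.

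Of the gene lists, 3 were higher and 1 lower. The count of higher lists was 0 with an estimated correlation, 0 by fry, 0 with the block and an estimated correlation, and 5 with the block without pair a. The lower list, autophagy, gave a count of 0 without the low-count filter, with at least 10 counts, with the block, with an estimated correlation and by fry. The count was also 0 for the block without the dominant and phage models, with RLE scaling, with total-count scaling, with total-count scaling without those models, without pairs a, b or c, and with an estimated correlation. Leaving out a library gave 2 to 5 lists higher, with 5 without DD36 replicate a, and 0 to 2 lower, with 2 without DD36 replicate b.

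The *frq* gene kept its direction and did not pass in any setting run, at log2 fold changes from 0.28 to 0.67. With the block *PCON_06925*, *PCON_09132*, *PCON_11728*, *PCON_01866*, *PCON_10869*, *PCON_10062*, *PCON_06481*, *PCON_11012*, 5 of the genes of Table 2 and the genes named after their values were seen passed. Directions reversed for the genes given next. *PCON_12782* was at 0.34 in the block fit by DESeq2 and at 0.92 with the block without pair b. *PCON_09934* was at 0.15 with the block and total-count scaling and at 0.14 by the authors' LOX ratio. With the block and total-count scaling *PCON_04242*, *PCON_04832*, *PCON_04241* and *PCON_03119* were at 0.13, 0.15, 0.14 and 0.0098. *PCON_01258* was at -0.023 with the block and at -0.028 by limma-voom. Combined with the block it was at -0.027 without the dominant and phage models, -0.028 with RLE scaling, -0.026 by DESeq2, -0.020 by limma-voom, -0.072 without pair b and -0.15 without pair c.

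Leaving out a library moved *PCON_13506* between -0.013 (without DD36 replicate a) and 1.89 (without DD24 replicate a), *PCON_12782* between -3.04 and 0.46 (without DD24 replicate b), *PCON_11360* between -0.0053 and 0.11, *PCON_08583* between -0.78 and -0.11 (without DD24 replicate a) and *PCON_09934* between -0.49 and 0.25. The ranges were -0.26 to 0.043 for *PCON_04242*, -0.26 to 0.064 for *PCON_04832*, -0.26 to 0.060 for *PCON_04241* and -0.15 to 0.20 for *PCON_01258*. Depth limits what can be seen for genes near 2.55 to 4.73 CPM, the limit that a count of 0 allows.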

Differences from the paper's values

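The settings that combine the replicate block with another choice were chosen after the values had been seen. All p given here as values of the re-analysis are from edgeR's quasi-likelihood test unless DESeq2 is named, whereas the paper's are from DESeq and rounded to 2 decimals. A value is said to be within the paper's value when the larger is at most 1.5 times the smaller or when they differ by no more than 0.005, so that it need not round to the same decimals.

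The paper's adjusted p for *PCON_04080* is 0.04 and the value here 0.598 (edgeR). No alternative set before the data were examined came within the paper's value, although the fits without the low-count filter (0.00189) and with the replicate block (0.0164) called the gene. Its unadjusted p is 0.00 in the paper and 0.0139 here. The fit without the low-count filter (2.71e-06), the block (0.000123), the fit without DD24 replicate a (0.00465) and DESeq2 (0.00328) fell within the paper's value and the other alternatives set before the data were examined did not.

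For *PCON_04507* the paper's adjusted p is 0.04 and the value here 0.848 (edgeR), and the unadjusted p is 0.00 in the paper and 0.199 here. No alternative set before the data were examined reached either value. The block without pair c called the gene (adjusted p = 2.95e-06 from edgeR), was chosen after seeing the values and drops 1 of 7 genes that the paper lists in Table 2 with an adjusted p under 0.05.

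For *PCON_13506* the paper's adjusted p is 0.00 and the value here 0.923 (edgeR), which no alternative set before the data were examined reached, although the replicate block called the gene (0.0376). The unadjusted p is 0.00 in the paper and 0.362 here, and of those alternatives only the block came within the paper's value (0.000437).

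For *PCON_01669* the paper's adjusted p is 0.03 and the value here 0.367 (edgeR). The fit without DD24 replicate c (0.0343) and DESeq2 (0.0286) fell within the paper's value and the other alternatives set before the data were examined did not. The gene was also called without the low-count filter and with the block (0.00581).

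The paper's adjusted p for *PCON_03866* is 0.13 and the value here 0.769 (edgeR), and the fits without the low-count filter (0.140) and without DD24 replicate c (0.10) fell within the paper's value, and the other alternatives set before the data were examined did not. The unadjusted p is 0.00 in the paper and 0.105 here. It was 0.00131 without the low-count filter, 0.00109 with the block and 0.000978 without DD24 replicate c, within the paper's value, and the other alternatives set before the data were examined did not come within it.

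The paper's adjusted p for *PCON_08647* is 0.03 and the value here 0.708 (edgeR), and the fits without the low-count filter (0.0220) and with the block (0.0376) fell within the paper's value, and the other alternatives set before the data were examined did not or gave no value. The unadjusted p is 0.00 in the paper and 0.0396 here. The fit without the low-count filter (8.21e-05), the block (0.000440) and the fit without DD36 replicate b (0.00441) came within the paper's value, and the other alternatives set before the data were examined did not or gave no value.

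For *PCON_09693* the paper's adjusted p is 0.00 and the value here 0.708 (edgeR), and the block (0.000388) and the fit without DD24 replicate c (0.000178) fell within the paper's value, and the other alternatives set before the data were examined did not. The unadjusted p is 0.00 in the paper and 0.0420 here. The block (7.09e-08), the fit without DD24 replicate c (3.05e-08) and DESeq2 (0.00449) came within the paper's value, and the other alternatives set before the data were examined did not.

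For *PCON_12782* the paper's adjusted p is 0.00 and the value here 0.896 (edgeR), and the unadjusted p is 0.00 in the paper and 0.269 here. No setting of edgeR, DESeq2 or limma that was run called this gene.

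Of the 7 genes that the paper lists with an adjusted p under 0.05, the block called 5 and dropped 2 (*PCON_04507* and *PCON_12782*). The settings chosen after seeing the values dropped 2 (block without the dominant and phage models, with RLE scaling, by limma-voom or without pair a), 3 (block with total-count scaling, with or without those models), 4 (block in DESeq2), 6 (block without pair b), 1 (block without pair c) and 7 (no block, without the dominant and phage models). Of these settings, all chosen after seeing the values, the ones given next came within the paper's values. For the adjusted p these were the block in DESeq2 for *PCON_04080*, the block without pair c for *PCON_13506*, and the block with total-count scaling without those models for *PCON_03866*. They were also the block with RLE scaling, by limma-voom or without those models for *PCON_08647*, and all 9 of the added block settings but DESeq2 and the one without pair b for *PCON_09693*. For the unadjusted p they were all 9 for *PCON_04080* and *PCON_09693*, all but DESeq2 and the one without pair b for *PCON_13506* and *PCON_08647* (no value without pair b for the latter), and the block with RLE scaling, by limma-voom, without those models or without pair b or c for *PCON_04507*. For *PCON_03866* they were the block with RLE scaling, by limma-voom, without those models, with total-count scaling without those models, and without pair a or c. *PCON_08647* was also called by the block without pair a or c.

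Among the values that did not differ, the log2 ratios of all 9 genes of Table 2 lay within the standard error of the edgeR fit from the paper's values. The paper gives no error for these ratios. Both sets of ratios come from the same libraries and the standard errors reached 1.55 (*PCON_12782*), so that this is a weak comparison. Of the 80 genes with the smallest p, 10 were higher here where the paper reports 8, at a threshold it does not state.

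The paper's Table 1 lists mapped reads, and the counts analysed here are reads counted for predicted genes, which are different quantities. The paper's mapped reads are 17530162, 28232290 and 19623940 for DD24 replicates a, b and c, and the counts here are 881117, 1132608 and 806459. For DD36 replicates a, b and c the paper's mapped reads are 21286467, 25926388 and 22375339, and the counts here are 855895, 1058211 and 985049. The counts are 5.03%, 4.01% and 4.11% of the paper's mapped reads in DD24 and 4.02%, 4.08% and 4.40% in DD36. No alternative changes these sums. Why so small a part of the mapped reads was counted is not given in the sources used here and stays unexplained.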

Other observations

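The test of neighboring genes was chosen after the genes called with the replicate block had been seen, and the genes of metabolism below were named after their values were seen.

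The genes given next are among the 66 genes lower in DD36 with the replicate block, and no group of genes was tested for them. As a group, genes of the TCA cycle and respiration were not lower (median 0.05). *PCON_03749*, for the alternative oxidase, was at 2098 ± 371 CPM (SD, n = 3) in DD24 and at 1079.8 ± 330.1 (SD, n = 3) in DD36. Its block log2 fold change was -0.99 (adjusted p = 0.00295 from edgeR with the block, 0.236 without it). *PCON_01687*, for C-5 sterol desaturase, was at -0.87 (adjusted p = 0.00295 from edgeR with the block), *PCON_03325*, for squalene monooxygenase, at -0.75 (0.00599) and *PCON_01867*, for sterol glucosyltransferase, at -0.60 (0.0285). For *PCON_01867* the value ranged from -0.79 to -0.35 over the alternatives set before the data were examined. *PCON_07559*, for phosphoenolpyruvate carboxykinase, was at -0.77 (adjusted p = 0.0114 from edgeR with the block), and *PCON_04185* and *PCON_11558*, similar to the carbon catabolite genes creA and creD of other fungi, at -0.67 (0.0228) and -0.70 (0.0111). *PCON_09106*, for uricase, was at -0.69 (adjusted p = 0.0111 from edgeR with the block), and *PCON_06733* and *PCON_12042*, for aminotransferases of alanine and aspartate, at -0.62 (0.0228) and -0.61 (0.0268). For *PCON_12042* the value ranged from -0.87 to -0.31 over the same alternatives. By DESeq2, and by edgeR without the low-count filter, *PCON_03749*, *PCON_01687*, *PCON_03325*, *PCON_07559*, *PCON_04185*, *PCON_11558* and *PCON_09106* passed with no block as well. None of them passed by edgeR with all 6 libraries and no block at the filter used, and the text of the paper does not name them.

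*PCON_09934*, which the paper names for its light experiments, had a log2 fold change of -0.05 between DD36 and DD24 (standard error 0.39, adjusted p = 0.993 from edgeR). The paper describes those experiments as made on its 2 *ccgs*, which it gives elsewhere as *PCON_04080* and *PCON_09334*. Whether the ID stands for *PCON_09334* (log2 fold change 1.10) was not settled.

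A hypothesis of shared regulation of neighboring genes was tested on the 71 genes called with the block. Of these, 1 pair lay side by side, *PCON_01866* and *PCON_01867*. Among 10000 random sets of genes matched on abundance the median was 0 pairs and the 95th percentile 2, and 61.7% of sets had fewer pairs than observed (permutation test, 1-sided, p = 0.383). A single pair is too few to tell whether neighboring genes change together.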
